# Tolerance of repeated toxic injuries of murine livers is associated with steatosis and inflammation

**DOI:** 10.1038/s41419-023-05855-4

**Published:** 2023-07-12

**Authors:** Seddik Hammad, Christoph Ogris, Amnah Othman, Pia Erdoesi, Wolfgang Schmidt-Heck, Ina Biermayer, Barbara Helm, Yan Gao, Weronika Piorońska, Christian H. Holland, Lorenza A. D’Alessandro, Carolina de la Torre, Carsten Sticht, Sherin Al Aoua, Fabian J. Theis, Heike Bantel, Matthias P. Ebert, Ursula Klingmüller, Jan G. Hengstler, Steven Dooley, Nikola S. Mueller

**Keywords:** Liver fibrosis, Prognostic markers, Experimental models of disease, Transcriptomics

## Abstract

The human liver has a remarkable capacity to regenerate and thus compensate over decades for fibrosis caused by toxic chemicals, drugs, alcohol, or malnutrition. To date, no protective mechanisms have been identified that help the liver tolerate these repeated injuries. In this study, we revealed dysregulation of lipid metabolism and mild inflammation as protective mechanisms by studying longitudinal multi-omic measurements of liver fibrosis induced by repeated CCl_4_ injections in mice (*n* = 45). Based on comprehensive proteomics, transcriptomics, blood- and tissue-level profiling, we uncovered three phases of early disease development—initiation, progression, and tolerance. Using novel multi-omic network analysis, we identified multi-level mechanisms that are significantly dysregulated in the injury-tolerant response. Public data analysis shows that these profiles are altered in human liver diseases, including fibrosis and early cirrhosis stages. Our findings mark the beginning of the tolerance phase as the critical switching point in liver response to repetitive toxic doses. After fostering extracellular matrix accumulation as an acute response, we observe a deposition of tiny lipid droplets in hepatocytes only in the Tolerant phase. Our comprehensive study shows that lipid metabolism and mild inflammation may serve as biomarkers and are putative functional requirements to resist further disease progression.

## Introduction

Chronic liver injury causes ongoing cell death of liver cells, resulting in a gradual replacement of the normal liver with fibrotic tissue, leading to cirrhosis in a long-term process [1, 2]. It triggers a complex response cascade characterized by infiltration and activation of the immune cells in the liver, leading to both inflammatory and wound-healing responses and fibrogenesis [3, 4]. In addition, hepatic stellate cells (HSC) change to a myofibroblast phenotype characterized by (i) high proliferative activity; (ii) expression of extracellular matrix (ECM) components; (iii) gain of contractility, chemotaxis, and migratory properties; and (iv) the production of large amounts of growth factors and profibrogenic cytokines promoting fibrogenesis, e.g., TGF-β [5, 6]. Maintaining the balance between quiescence and activation of HSC is a highly dynamic and convoluted process [7–9]. Accordingly, liver disease progression and regression are highly variable and can take many years to develop progressed fibrosis/cirrhosis at the patient’s level [1, 10, 11]. Fortunately, liver fibrosis and even early cirrhosis are reversible, as shown previously in experimental and clinical settings [12].

Previous studies on liver fibrosis in response to toxic injury primarily compared stable disease states, like resistant versus susceptible mouse strains, including four or six weeks of repetitive toxic exposure, e.g., carbon tetrachloride (CCl_4_). Recently, Tuominen et al. [13] examined the susceptibility of 98 mouse strains (693 livers) to six weeks of fibrosis-inducing CCl_4_ administration using transcriptomics. Their report assigned the top 300 down-regulated genes to metabolic pathways, e.g., biological oxidations, steroids, and lipids [13]. In addition, several studies analyzed the liver responses to CCl_4_ after four to six weeks of administration [7, 14–16]. However, dynamic multi-level liver response changes to repeated injuries and the critical time point in switching response mechanisms have yet not been identified.

Our study shines a light on these knowledge gaps via longitudinal multi-omic measurements of liver fibrosis-induced mice. We established a mouse model with repetitive CCl_4_ injections twice a week, for ten weeks. We collected samples (*n* = 3–6) each week using oil-treated mice (*n* = 6) in weeks zero and ten as control. Bi-weekly profiling of proteomics, transcriptomics, and weekly blood- and tissue-level profiling delineated three independent phases of liver responses: Initiation phase as immediate response patterns; Progression phase of accumulating molecular changes; Tolerance phase to endure repeated injury. To identify critical regulatory liver processes that dampen the effect of fibrosis, we focused our analysis on the Tolerance phase. In detail, we used a novel multi-omic network-based data integration strategy [17] to reveal 13 tolerance-specific key mechanisms, including lipid metabolism and mild inflammation. A comprehensive histological and biochemical validation proved an increase in the accumulation of tiny intracellular lipid droplets and mild inflammation within the fibrotic tissue regions, especially during the tolerance phase independent of lipophagy. Moreover, a comparison to public datasets uncovered concordant regulation patterns of these dysregulated injury-tolerant processes in human liver diseases, including early fibrosis and compensated cirrhosis stages. Our findings led us to speculate whether these processes may act as autoprotective mechanisms to dampen the effects of fibrosis and represent potential markers for diagnosing the quiescent state of chronic liver diseases.

## Materials and methods

### Animal models of hepatic fibrosis

Adult male C57Bl/6N mice were obtained from the Janvier Labs (France), housed three per cage in a temperature-controlled (24 °C) room with a 12-h light/dark cycle, and given ad libitum access to water and laboratory diet (Ssniff, Germany). Mice were maintained for seven days before carbon tetrachloride (CCl_4_) intoxication. The dose of CCl_4_ (Sigma-Aldrich, Cat. no. 319961) was 1.6 g/kg body weight [18] and was prepared as follows: to 3 ml of olive oil, 1 ml of CCl_4_ was added and mixed well. Mice received CCl_4_ intraperitoneally twice per week. In a time-resolved manner including weeks 1–10, mice were sacrificed at day two after the last CCl_4_ injection. An identical concentration of olive oil was injected into control groups for 10 weeks (Fig. 1a). At the indicated time point, blood and livers were harvested. The liver lobes were separated as follows: the caudate lobe (for hydroxyproline), right lobe (for proteomics and transcriptomics), and median lobe (cryosectioning) were freshly frozen in liquid nitrogen and stored at −80 °C. Further, left liver lobes were fixed in 4% paraformaldehyde (PFA) and embedded in paraffin for histopathological investigations. The experimental protocols with animals were carried out in full compliance with the guidelines for animal care and were approved by the Animal Care Committee from the German government (Animal permission number: 35.9185.81/G-216/16).

**Fig. 1:**
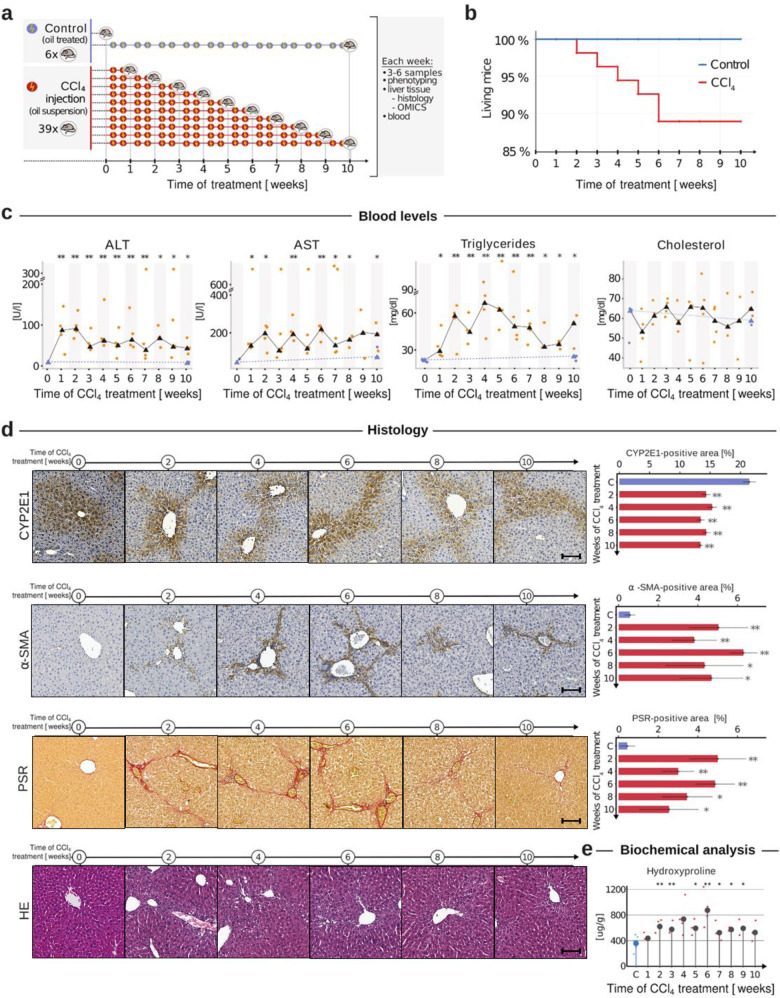
Longitudinal blood, histopathological and biochemical analysis of liver fibrosis dynamics. **a** Experimental setup using carbon tetrachloride (CCl_4_) administration in mice twice per week for 10 weeks. Blood and liver were collected weekly for further multi-level analysis. Oil-treated mice of weeks zero and ten were used as control. **b** Kaplan–Meier curve for survival analysis. **c** Longitudinal blood-based analysis of alanine aminotransferase (ALT), aspartate aminotransferase (AST), triglycerides, and cholesterol. Results are presented as the mean of 3–6 mice ± SD per week, and a significant difference to control is denoted via *p < 0.05, **p < 0.01. **d** Cytochrome P4502e1 (CYP2E1), alpha-smooth muscle actin (α-SMA), picro-sirius red (PSR), and hematoxylin & eosin (HE) staining with positive quantified signals as a percentage of total area. Scale bars are 100 µm. **e** Biochemical analysis of the Hydroxyproline level development over the ten-week treatment period.

### STAM mouse model

STAM mouse (background C57BL6/j) livers were purchased from Stelic Institute and Co., Inc. (Japan). The mice were generated as described in [19], and lipid accumulation was quantified [20]. Cryosections from 8 weeks old mice (steatohepatitis stage) were prepared and stained with Bodipy as a positive control for comparison with CCl_4_-exposed mice.

### Clinical chemistry

Blood was collected in Li-Heparin vials from the retrobulbar plexus and centrifuged at 13,000 rpm at 4 °C for 6 min. Plasma was subsequently stored at − 80 °C until further analysis. Then, alanine aminotransferase (ALT), aspartate aminotransferase (AST), alkaline phosphatase (ALP), glucose (Gluc), triglycerides (TG), total protein (Prot), blood urea nitrogen (BUN) and cholesterol (Chol) were measured using a Hitachi automatic analyzer (Core facility-Medical Faculty Mannheim, Germany).

### RNA isolation and transcriptome analysis

Pieces of the right liver lobes were used to perform mRNA isolation with the InviTrap®Spin Universal RNA Mini Kit from Stratec (1060100300, Birkenfeld, Germany) according to the manufacturer. RNA concentration and integrity were summarized in Supplemental Table 1. Transcriptomics using the isolated mRNA from liver tissues (0, 2, 4, 6, 8, and 10 weeks; *n* = 3 per time point) was performed by Affymetrix GeneChip®Mouse Gene 2.0 ST Arrays (902118). Affymetrix-based transcriptomics was performed at NGS Core Facility, Medical Faculty of Mannheim, Germany (https://www.umm.uni-heidelberg.de/core-facilities/next-generation-sequencing/ngs/).

### Transcriptomic data preprocessing and bioinformatic analysis

Gene expression data obtained by the whole-transcript array GeneChip Mouse Gene 2.0 ST were pre-processed using ‘affyPLM’ packages of the Bioconductor Software [21]. Genes with the strongest evidence of differential expression were obtained using a linear model provided by the limma-package [22]. Data obtained from untreated mice were used as a reference. To annotate the microarrays, a custom chip definition file version 22 from Brainarray [23] based on Entrez IDs was used. A false-positive rate of α = 0.05 with false discovery rate (FDR) correction and a fold change greater than 1.5 was taken as the level of significance. To unravel patterns in the gene expression data for different pathways, the heatmaps ‘ComplexHeatmap’ [24] package was used. The raw and normalized gene expression profiling data have been deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO Series accession number GSE222576 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE222576).

### Reverse transcription-polymerase chain reaction (RT-PCR)

Using RNA isolated for transcriptomics analysis, cDNA was produced from oligo(dT)18 primer (SO132, Thermo Scientific, Massachusetts, USA), dNTP Mix (R0191, Thermo Scientific Massachusetts, USA), and RevertAid H Minus Reverse Transcriptase (EP0451, Thermo Scientific, Massachusetts, USA), and then used for real-time (rt)-PCR (5× HOT FIREPol EvaGreen qPCR Mix Plus (ROX), 08-24-00020, Solis BioDyne, Tartu, Estonia) in a StepOne machine. Sequences of primer pairs were listed in Supplemental Table 2. All primers were purchased from Eurofins Genomics (Ebersberg, Germany). The mRNA expression levels of the detected genes were normalized to that of Ppia.

### Sample preparation for proteome analysis

The proteome profiling of liver tissue was performed at selected time points (0, 1, 2, 4, 6, 8, and 10 weeks; *n* = 3 per time point). Liver tissue was powdered using a Micro-Dismembrator (B.Braun, Micro-Dismembrator U Ball Mill), and approximately 10 mg aliquots of tissue powder were lysed in 100 µl SDS buffer (4% SDS, 1× Halt protein inhibitor, 40 mM TCEP, 160 mM CAA, 200 mM TEAB) by sonication on ice (60 s, 80% amplitude, 0.1 s off/0.5 s on) and centrifugation (15 min, 14,000 rpm, 4 °C). The supernatant was incubated at 95 °C for 5 min and 70 °C for 30 min for reduction and alkylation. Protein concentrations were determined by BCA assay, and 20 µg of total protein was used for subsequent tryptic digestion. Samples were prepared using a modified version of the Single-pot, solid-phase-enhanced sample preparation (SP3) protocol [25]. Briefly, a mix of Sera-Mag SP3 beads was added to the protein samples in a 10:1 SP3 beads/protein (wt/wt) ratio. Acetonitrile was added for a final concentration of 70% organic, and the mix was incubated for 18 min at room temperature (RT). Protein-bound beads were isolated on a magnetic rack and washed twice with 70% ethanol. A third wash was performed using 100% acetonitrile (ACN). Beads were air-dried and reconstituted in 100 mM TEAB buffer containing Trypsin Gold (Promega) in a 1:25 enzyme/protein (wt/wt) ratio. Protein digestion was performed for 14 h at 37 °C. The digested peptides were dried by vacuum centrifugation and stored at −20 °C until further use. A sample pool, consisting of 5 µg of each sample in the dataset, was generated. Peptides were then reconstituted in 50 mm HEPES (pH 8.5), and TMT10-plex reagents (ThermoFisher) were added to the samples (stocks dissolved in 100% ACN) in a 1:10 sample/TMT (wt/wt) ratio. The peptide–TMT mixture was incubated for 1 h at RT, and the labeling reaction was stopped by the addition of 5% hydroxylamine to a final concentration of 0.4%. Different samples were combined and the TMT-plexes were fractionated into 6 fractions using stage-tip Strong cation-exchange (SCX) fractionation. Stage-tips were manually prepared using 3 discs of SCX resin (Empore) and conditioned with MeOH, followed by 80% ACN, 0.5% AcOH; 0.5% AcOH; 500 mM NH4AcOH, 0.5% AcOH, 30% ACN; 20 mM NH4AcOH, 0.5% AcOH, 30% ACN, and was equilibrated with 0.5% AcOH successively. Before SCX fractionation, samples were reconstituted in 0.5% AcOH, sonicated, incubated on a shaker, and loaded onto the stage tips by centrifugation. Loaded stage tips were washed with 0.5% AcOH. For elution, descending concentrations of elution buffers (20/40/70/100/250/500 mM of NH4AcOH, 0.5% AcOH, 30% ACN) were used and the flow-through was collected. Fractions were dried by vacuum centrifugation and stored at −20 °C.

### LC-MS/MS Measurements

Nano-flow LC-MS/MS was performed by coupling an EASY-nLC (Thermo Scientific, USA) to a Q Exactive HF-X—Orbitrap mass spectrometer (Thermo Scientific, Germany). The fractions were dissolved in 11 µl loading buffer (0.1% formic acid, 2% ACN in LC-MS grade water), sonicated, and incubated on a shaker. 5 µl of each fraction was used for each measurement. Peptides were delivered to an analytical column (75 µm × 30 cm, packed in-house with Reprosil-Pur 120 C18-AQ, 1, 9 µm resin, Dr. Maisch, Ammerbuch, Germany) at a flow rate of 3 µl/min in 100% buffer A (0.1% formic acid in LC-MS grade water). After loading, peptides were separated using a 120 min stepped gradient from 6% to 50% of solvent B (0.1% formic acid, 80% ACN in LC-MS grade water; solvent A: 0.1% formic acid in LC-MS grade water) at 350 nL/min flow rate. The Q Exactive HF-X was operated in data-dependent mode (DDA), automatically switching between MS and MS2. Full-scan MS spectra were acquired in the Orbitrap at 120,000 (m/z 200) resolution after accumulation to a target value of 3,000,000. Tandem mass spectra were generated for up to 18 peptide precursors in the Orbitrap (isolation window 0.8 m/z) for fragmentation using higher-energy collisional dissociation (HCD) at a normalized collision energy of 32% and a resolution of 45,000 with a target value of 50,000 charges after accumulation for a maximum of 96 ms.

### Protein identification, quantification, and statistical analysis

Raw MS spectra were processed by MaxQuant (version 1.6.0.1) for peak detection and quantification. MS/MS spectra were searched against the Uniprot mus musculus reference proteome database (downloaded on October 22nd, 2018) by the Andromeda search engine enabling contaminants and the reversed versions of all sequences with the following search parameters: Carbamidomethylation of cysteine residues as fixed modification and Acetyl (Protein N-term), Oxidation (M) as variable modifications. Trypsin/P was specified as the proteolytic enzyme with up to 3 missed cleavages allowed. The mass accuracy of the precursor ions was decided by the time-dependent recalibration algorithm of MaxQuant. The maximum false discovery rate (FDR) for proteins and peptides was α = 0.01 and a minimum peptide length of eight amino acids was required. Quantification mode with isobaric labels (TMT 10plex) was selected. All other parameters are defined as default settings in MaxQuant.

### Proteomic data preprocessing and bioinformatic analysis

By filtering out contaminant proteins, as indicated by MaxQuant analysis, and using the corrected reporter intensity for analysis, all proteins with at least one missing expression value in one of the samples were removed, leaving 2278 proteins for subsequent analysis. This stringent cutoff was chosen as visual inspection of the data showed that missingness increases with reporter intensity, thus protein expression. We computed the ratio per p protein j on the basis of its sample’s expression s (pj,s) and the samples-matching protein expression in the TMT10plex isotope reference channel r (rj) according to (1+pj,s)/(1+rj). One outlier sample was removed after this stage. Robust quantile normalization was applied to the data using the MSnSet R package, resulting in final normalized expression ratios used for statistical analysis. For the identification of differentially regulated proteins per time point (1, 2, 4, 6, 8, and 10 weeks) when compared to the control time point (0 weeks), we used a multivariate linear model with time-point specific dummy variables and protein ratio as a response. To call differential expression, we subjected p-values of all proteins separately per coefficient to multiple testing corrections with the Benjamini Hochberg procedure, also referred to as False-Discovery Rate. The proteome data is uploaded to the Proteome Xchange Consortium via PRIDE (Access number: PXD030956). Differential expression per time-point was set to FDR below α = 0.05.

### Multi-omics network inference and analysis

The multi-omic network inference was performed using KiMONo [17]. This novel versatile tool can use any kind and any amount of omic data by leveraging prior knowledge. By doing so KiMONo generates a multi-level network around an omic type of interest, simplifying downstream analysis, i.e., pathway analysis. In the final multi-level network, nodes represent features like proteins, genes, or clinical variables and the connections between them denote effects identified within the input data. Here, we used KiMONo to generate three networks centered around the three given data types and combined them to enhance the signal within the time-resolved data. This was done by only reporting effects that were found in all three multi-omic networks. To infer each network, we used three different priors providing information about already known relations between the transcriptomic, proteomic, and clinical data. In KiMONo the priors serve as a rough blueprint, reducing the complexity and improving the algorithm’s performance. The first priority was obtained via the Biomart tool annotating genes to proteins. The second priority is based on the BioGRID database to include information about protein-protein relations [26]. As a third priority, we used all previous annotations to identify indirect gene-protein interactions. This was done by using BioGRID interactions information also to annotate genes to proteins of their coding protein. Finally, we set off to generate a prior, which would annotate the omic information to our clinical data. Therefore, we first inferred the transcriptomic and proteomic centered networks and used the information about all potential effects of clinical features prior to the clinical centered network inference. The importance of network nodes was estimated via the network’s betweenness centrality. This measure is estimated by determining the shortest path between all nodes within the graph. The betweenness centrality for a node is then estimated by the number of shortest paths that pass through a node. Small modules (2–3 nodes) were manually functionally annotated to biological function using the GeneCards database [27], avoiding false positives during the annotation process. All other modules were first annotated using the online pathway analysis tool PathwaX II [28] and the KEGG [29] and Reactome [30] pathways. Significantly, enriched pathways (FDR < 0.05) were manually curated to identify overarching functional themes which were assigned as labels to modules. Moreover, we also manually annotated small modules (2–3 elements) via literature search.

### Comparative analysis with available mouse and human cohorts

We obtained 1034 human samples across 11 liver disease-related datasets (different etiologies) via NCBI’s Gene Expression Omnibus (GEO), see Supplemental Table 3. Significant differentially expressed (DE) genes (FDR < 0.1) have been extracted by using the GEO2R interface and its default settings. Further, we identified mouse orthologous genes using the Inparanoid 8 databases [31]. For further validation, we analysed the identified 210 *tolerance* genes with liver expression data of a human cohort of different stages of chronic liver diseases (GSE139602) including early fibrosis and compensated cirrhosis as well as mice of different ages upon long-term CCl_4_ treatment (GSE167216).

### Hepatic hydroxyproline determination

Hydroxyproline (HYP) was determined colorimetrically in triplicates from snap-frozen liver lobes as described in Fels [32] with modifications. Briefly, approximately 100 mg of tissue from the caudate liver lobe was homogenized and hydrolyzed in 2 ml of 6 N HCl at 110 °C for 16 h. HYP content was then measured photometrically at 558 nm. Based on relative HYP (per 100 mg of the frozen liver), total hepatic HYP was calculated (total liver, as obtained by multiplying liver weights with relative hepatic HYP).

### Liver histology and Immunohistochemistry

The left lobe was fixed in 5 ml 4% PFA at 4 °C for 2 days for paraffin embedding. Formalin-fixed, paraffin-embedded (FFPE) liver sections were stained with hematoxylin and eosin (H&E) for assessment of liver structures and inflammation. For assessment of hepatic fibrosis, FFPE sections were stained with Sirius Red (Sigma, 365548-5 G). FFPE liver sections were incubated with primary antibodies against α-smooth muscle actin (α-SMA) (Abcam, ab5694, 1:100), rat anti-F4/80 (BioRad, MCA497R, 1:100), or rabbit anti-CYP2E1 (Sigma, HPA009128, 1:100) to assess activated HSC, resident macrophages, and pericentral hepatocytes, respectively. The slides were scanned shortly after the staining procedure using the slide scanner Aperio 8 (Leica). Digital pathological analysis was performed using ImageJ (https://imagej.nih.gov/ij/) on an equal number of pictures per mouse (10–15 images) under constant magnification (10X).

### Preparation of cryosections, staining of lipid droplet and autophagy and lipophagy markers

Part of the median lobe was embedded in tissue-Tek (VWR, 25608-930) and kept at −80 °C till cryosectioning. Cryosections (5μm thickness) were fixed in 4% PFA for 15 min, then briefly washed with running tap water and 60% isopropanol. Then cryosections were incubated with Bodipy (Life Technologies, D-3922, 1:250), LC3 (Abgent, AP1802a; 1:100), LAMP1 (Abcam, ab24170, 1:100), or PLIN3 (ProSci, 3883, 1:100) for 30 min. After rinsing steps with 60% isopropanol, cryosections were incubated for 30 min with donkey anti-rabbit cy3 (Diannova, 711-166-152, 1:200). Finally, the slides were incubated either with Draq5 (Cell Signaling Technology, 4084 L, 1:5000) or DAPI (Invitrogen, D1306, 1:1000). Two tile scans of 9 images each per mouse for quantification were acquired using confocal microscopy (Leica SP8, UMM-Core facility Mannheim, Germany). Lipid droplets quantification was performed using ImageJ (https://imagej.nih.gov/ij/) on tile scans.

### Statistical analyses

Statistical analyses and heatmaps were performed in Prism (Version 8, GraphPad Software). Data are shown as mean ± SD of 3–6 mice per group and the two-tailed Student’s t-test was calculated when shown. *p*-values < 0.05 (*), < 0.01 (**), < 0.001 (***), < 0.0001 (****) are indicated.

## Results

### Liver response program switches after six weeks of induced fibrosis

Liver fibrosis is induced by repetitive injections of CCl_4_ for 10 weeks (Fig. 1a). The survival analysis shows that within the first six weeks each week, 5% of CCl4-administered mice died, resulting in a total loss of 10% of the tested animals. Interestingly, the repeated injuries caused no further mortality after week six (Fig. 1b), suggesting that post-six-week survivors developed an injury-tolerant response program. During the same treatment period (weeks 0–6), all mice treated with CCl_4_ had a significant liver-to-body weight gain (Supplemental Fig. 1a and b). Moreover, we observed that the alterations in survival rate were accompanied by an oscillating increase of well-established liver damage biomarkers—serum alanine aminotransferase, ALT (*p* < 0.05), and aspartate-transaminase, AST (Fig. 1c) (*p* < 0.05). ALT levels peaked after two weeks of treatment, while we detected no further increase of AST after week six. Markers for bile duct damage (alkaline phosphatase, ALP) and kidney function (blood urea nitrogen, BUN) showed no significant alterations compared to the control (Supplemental Fig. 1c, d). Blood triglyceride (TG) levels presented a continuous increase in a time-dependent manner until week five (Fig. 1c) and returned to control levels towards week ten.

Additionally, we observed a trend for a decrease in glucose and total protein content (Supplemental Fig. 1f) but no significant changes in blood cholesterol (Chol) (Fig. 1c). These blood level analysis findings represent a first response to the CCl_4_-induced fibrosis within weeks zero to six. Combined with the phenotypic information and the survival rate, it suggests a switch of the liver response program between weeks five and seven to a tolerable fibrosis phase.

### The longitudinal tissue-based analysis suggests three liver response phases

We performed a comprehensive histological and biochemical analysis to examine the liver response dynamics on a structural level. We determined the protein level (Fig. 1d, CYP2E1) and mRNA expression of Cytochrome P4502e1 (CYP2E1), the key metabolizing enzyme of CCl_4_, using RT-PCR (Supplemental Fig. 1g). Both mRNA and protein levels showed constant levels of CYP2E1 even after week six of repeated liver injury, indicating a stable and lower metabolic capacity of the liver. Quantitative morphometric assessment of alpha-smooth muscle actin (α-SMA positive), representing activated hepatic stellate cells (HSC), revealed massive accumulation during the first six-week period of repeated CCl_4_ exposure (Fig. 1d, α-SMA). Despite the continuous CCl_4_ administration, no further increase in α-SMA positivity was observed at the later time points (Fig. 1d, α-SMA positive area). Likewise, the ECM deposition analyzed by quantifying picrosirius red (PSR) positive areas showed the same behavior and did not increase beyond six weeks of exposure (Fig. 1d, PSR). Using a biochemical assay, we evaluated the hydroxyproline liver levels, HYP, a major component of collagen, to show that the ECM-related changes are not local or sparse events but organ-wide alterations caused by continuous CCl_4_ administration (Fig. 1e). Finally, H&E staining demonstrated marked cell necrosis, inflammatory reaction, and formation of septal damage (Fig. 1d, HE). The significant non-linear fibrotic tissue accumulation corresponds to METAVIR stage 2 or 3 of fibrogenesis. Hence, this result aligns with a previous report showing an increase in METAVIR stage is associated with a progressive non-linear increase in the fibrosis area [10]. This biochemical and histopathological analysis underpins the notion of different response phases. Moreover, the findings show a response phase that tolerates repeated injuries after six weeks, independent of the metabolic bioactivation of CCl_4_.

### Transcriptomics and proteomics divide the identified regulatory programs of liver fibrosis into the initiation, progression, and tolerance phase

The dynamics of structural changes detected at the tissue level indicate underlying molecular alteration best studied at the transcriptional and proteomic levels. Therefore, we profiled the transcriptome of 18 mice across weeks two, four, six, eight, and ten using Affymetrix microarrays (Supplemental Table 1) and RT-PCR for several fibrogenic genes (Supplemental Fig. 2). 

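The arrays measure in each liver the genes by which fibrogenesis is usually followed. Among them are Col1a1 and Col1a2, which encode the fibrillar collagen of scars, Acta2, the actin of myofibroblasts, Adgre1, which encodes F4/80 on macrophages, and Fasn, the lipogenic synthase. Livers of mice given CCl_4_ for 2, 4, 6, 8 or 10 weeks are compared with livers of oil-treated control mice, with 3 arrays in each group. The deposited values are log2 RMA intensities, 1 per gene, and 23111 named genes were tested with limma in 1 model over all groups. A gene counts as changed at a Benjamini-Hochberg adjusted p under 0.05 and a fold change above 1.5. The sample labels place the control mice at week 10, at 20 weeks of age, and Supplemental Table 1 places oil-treated mice at week 1. Replicates 1 and 2 of week 6 were nearly alike, which the plot of differences within groups shows: over 500 variable and bright genes, the SD of their log2 differences was 0.139, against 0.343 to 0.814 for the 17 other pairs of mice within a group. Their mean therefore stands for 1 sample, so week 6 has n = 2 and the other groups have n = 3. This choice was made after counts from 18 separate arrays had been seen, and those counts are given beside the weekly counts.

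**Figure D1:**
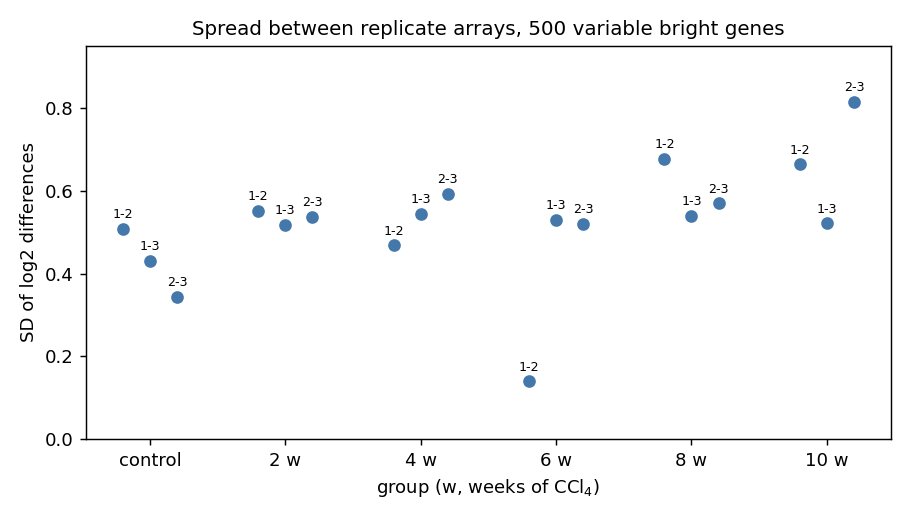
SD of the log2 differences between both arrays of each within-group pair (y axis, log2 units) over 500 variable and bright genes, by group (x axis). Each point is 1 of the 18 pairs, and the pair of replicates 1 and 2 of week 6 lies at 0.139, below the lowest other pair at 0.343.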

Differentially expressed (DE) genes between control and two, six, and ten weeks were identified using an FDR < 0.05 and absolute log fold change > 1.5 (Fig. 2a). 

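Scar and macrophage genes stood among the largest rises at weeks 2, 6 and 10, and genes of hepatocyte metabolism among the largest falls. Gpnmb, which lipid-laden macrophages express, and Col1a1 rose together with the peroxisomal genes Abcd2, a transporter of very long-chain fatty acids, and Acnat2, an acyltransferase. Slc1a2, the glutamate transporter of pericentral hepatocytes, fell, as did Hsd3b5, a steroid dehydrogenase of male liver, and Mup21, a major urinary protein whose probes can bind near-identical family members. At week 2, Acnat2 rose by 4.18 (SE 0.303, adjusted p = 2.2e-05) on the log2 scale, which is 18.1-fold, Gpnmb rose by 3.88 (SE 0.488, adjusted p = 0.00166) and Abcd2 by 3.72 (SE 0.211, adjusted p = 1.86e-06). Slc1a2 changed by −4.88 (SE 0.151, adjusted p = 2.77e-09), Hsd3b5 by −5.42 (SE 0.816, adjusted p = 0.00457) and Mup21 by −4.96 (SE 0.343, adjusted p = 1.55e-05). The rise of Cyp2b10, a drug-metabolising P450, by 3.47 (SE 0.599, adjusted p = 0.00968) also belonged to week 2. At week 6, Gpnmb reached 5.48 (SE 0.546, adjusted p = 0.000168), which is 44.6-fold, and Cdkn1a, which arrests the cell cycle, rose by 4.31 (SE 0.618, adjusted p = 0.00141). At week 10, the rises were led by Acnat2 at 4.07 (SE 0.303, adjusted p = 2.25e-05) and by Scd2, a fatty acid desaturase, at 4.06 (SE 0.636, adjusted p = 0.00464). Hsd3b5 was at −5.72 (SE 0.816, adjusted p = 0.00276) and Cyp7b1, an oxysterol hydroxylase, at −3.71 (SE 0.604, adjusted p = 0.00569). Abcd2 was also among the 3 largest rises at weeks 4 and 8, at 4.09 and 3.76 (adjusted p = 8.7e-07 and 1.62e-06).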

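Genes of DNA replication and mitosis passed the threshold against control at the sixth week and at no other week tested. They include Ccna2, a cyclin of S phase, Ect2, which directs cytokinesis, and Mki67, a marker of cycling cells. Mitotic genes also separated the sixth week from the fourth, among them Kif2c and Cip2a. The sixth week also carried the most changed genes. Against control, 1118 genes changed at week 6 (688 up, 430 down), with 325 at week 2 (192 up, 133 down), 204 at week 4 (122 up, 82 down), 222 at week 8 (130 up, 92 down) and 478 at week 10 (302 up, 176 down). With 18 separate arrays, the counts for weeks 2 to 10 were 369, 225, 1382, 260 and 526. Single mice weigh on the counts outside week 6: week 2 had 180, 164 and 131 genes without control replicate 2, control replicate 3 and its own replicate 2, week 4 had 104, 89 and 96 without control replicates 2 and 3 and its own replicate 3, week 8 had 117, 114, 127 and 110 without control replicates 2 and 3 and its own replicates 1 and 3, and week 10 had 250, 318 and 290 without control replicate 3 and its own replicates 1 and 2. Of 32 cell cycle genes, 23 rose at week 6 (29 adjusted over the list alone) and 0 at the other weeks by limma (0 adjusted over the list alone). Ccna2 rose by 4.16 (SE 0.77, adjusted p = 0.00566), Ect2 by 4.06 (adjusted p = 0.00576) and Mki67 by 4.14 (SE 0.911, adjusted p = 0.0134), the last with adjusted p = 0.0667 without replicate 3 of week 6. The median log2 change of the 32 genes was 1.77 at week 6 (camera, adjusted p = 1.87e-24, and adjusted p = 0.142 with an estimated correlation), beside 0.77, 0.46, 0.51 and 0.68 at weeks 2, 4, 8 and 10. Across arrays, the mean log2 change of the 32 genes lay at 1.94 to 2.19 on the 3 arrays of week 6 and at 0.105 to 1.34 in the other CCl_4_-treated livers.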

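Tested directly, week 6 differed from week 4 in 39 genes (31 up, 8 down) and in 182 genes with 18 separate arrays. Kif2c, a kinesin of the centromere, was higher at week 6 by 1.43 (SE 0.159, adjusted p = 0.0143), Cip2a by 1.81 (SE 0.216, adjusted p = 0.0143) and Ckap2, which stabilises the spindle, by 2.74 (SE 0.395, adjusted p = 0.0144). Lower at week 6 were Per2, a clock gene, at −1.45 (SE 0.266, adjusted p = 0.0482) and Igfbp2, a binding protein of insulin-like growth factors, at −1.06 (SE 0.147, adjusted p = 0.0144). The hours of killing are not given, so a shift in time of day cannot be told apart from the sixth week itself. Among the cell cycle genes, 4 were called (23 adjusted over the list alone), with a median of 1.44 (camera, adjusted p = 2.03e-27, and adjusted p = 0.298 with an estimated correlation). From week 6 to week 10, 3 genes fell, namely Cip2a at −1.60 (SE 0.216, adjusted p = 0.0358), Kif2c at −1.20 (SE 0.159, adjusted p = 0.0358) and Cenpf, a centromere protein, at −0.86 (SE 0.123, adjusted p = 0.0487). The cell cycle median was −1.16, with 0 genes called by limma (18 adjusted over the list alone). These between-week counts rest on few mice. From week 4 to week 6, the count was 0 without replicate 1 or 2 of week 4 and with both groups fitted alone, 200 without replicate 3 of week 4, 70 without replicate 1 of week 6, 25, 24 and 22 without control replicates 1, 2 and 3, and 23 and 75 without replicates 1 and 2 of week 10. From week 6 to week 10, it was 0 without any 1 control mouse, replicate 1 of week 2, replicates 1 or 2 of week 4, replicates 2 or 3 of week 8 and replicates 1 or 3 of week 10, 1 without replicate 2 of week 6, and 8, 15, 11, 14, 29 and 7 without replicates 2 and 3 of week 2, replicate 3 of week 4, replicates 1 and 3 of week 6 and replicate 2 of week 10.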

The highest number of 1812 DE genes was observed at week six (Fig. 2b, c), supporting the tissue-level analysis (We also detected the highest structural alteration during the sixth week). Based on a Principal Component Analysis (PCA), we grouped the time points shaping three phases of early liver fibrosis—phase I (week zero–three), phase II (week four–six), and phase III (week seven–ten) (Supplemental Fig. 3a). 

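CCl_4_ set all treated livers apart from control on the first component. The livers of week 6, in which collagen and cell cycle genes were highest, lay farthest from control, and those of weeks 2, 4, 8 and 10 shared the ground between. The second component set the late livers of weeks 8 and 10 apart from all earlier ones. The first component held 37.2% of the variance. Control livers lay at −33.4 to −30.8, week 6 at 21.3 to 28.3, and week 2 at a mean of 4.12 ± 9.17 (SD), week 4 at −2.29 ± 8.14, week 8 at −0.194 ± 7.69 and week 10 at 5.74 ± 9.78. On the second, with 10.0% of the variance, weeks 8 and 10 lay at 4.55 to 17.6 and all other livers, control included, at −14.3 to 2.37. No gene was tested on these axes. With week 2 as phase I, weeks 4 and 6 as phase II and weeks 8 and 10 as phase III, genes changed against control in at least 1 week numbered 325 in phase I (192 up, 133 down), 1136 in phase II (694 up, 442 down) and 516 in phase III (319 up, 197 down), out of 1278 in any phase.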

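Genes that male mouse liver expresses above female liver fell after CCl_4_ at each week tested. Susd4, a complement regulator, Hsd3b5 and Mup21 are among them, with the fatty acid hydroxylase Cyp4a12b, whose probes can bind its near-identical relatives. Glul, the glutamine synthetase of pericentral hepatocytes, fell as well. Rises of Cyp4a31, another fatty acid hydroxylase, and Crat, a carnitine acyltransferase, passed the threshold from week 4 on. These weeks were not tested against week 2. Of 21 male-biased genes, 13, 9, 14, 10 and 15 fell at weeks 2, 4, 6, 8 and 10 (16, 14, 17, 19 and 18 adjusted over the list alone). Their median log2 changes were −1.68, −1.82, −2.63, −2.22 and −2.46 (camera, adjusted p = 3.42e-21, 1.17e-18, 1.16e-13, 2.55e-24 and 4.24e-19, and adjusted p = 0.0543, 0.0752, 0.0722, 0.0632 and 0.0705 with an estimated correlation). Susd4 fell from week 2 on, by −3.11, −3.18, −3.45, −3.38 and −3.46 (log2, adjusted p = 1.86e-06, 1.01e-06, 2.21e-06, 7.1e-07 and 5.28e-07). Of 17 pericentral genes, 4, 4, 8, 3 and 3 fell (6, 5, 10, 5 and 8 adjusted over the list alone), with medians of −0.36, −0.40, −1.04, −0.34 and −0.63 (camera, adjusted p = 4.05e-07, 6.35e-07, 2.63e-07, 0.000211 and 6.33e-06, and adjusted p = 0.222, 0.321, 0.267, 0.417 and 0.33 with an estimated correlation). At week 10 the mean of the 17 genes was −1.85 on replicate 2, the array with the highest Ctrb1 and Cpb1 of pancreas, and −0.78 and −0.55 on replicates 1 and 3, with camera's adjusted p = 0.00507 without replicate 2. Glul stood at −2.26 (SE 0.338, adjusted p = 0.00454) at week 2, −2.70 (adjusted p = 0.00124) at week 6, −2.19 (adjusted p = 0.00685) at week 8 and −2.53 (adjusted p = 0.00203) at week 10. Its fall at week 4 was −1.99 (adjusted p = 0.0138), with adjusted p = 0.0508 without control replicate 3, 0.0573 without replicate 3 of week 4 and 0.0536 with both groups fitted alone. Among 15 targets of PPAR alpha, Cyp4a31 rose by 3.01, 3.07, 3.88 and 3.14 at weeks 4, 6, 8 and 10 (adjusted p = 0.00722, 0.00323, 0.00168 and 0.00305, and 0.0532 at week 4 with both groups fitted alone), while Cyp4a12b stood at −3.83 and −2.71 at weeks 6 and 10 (adjusted p = 0.00113 and 0.00816). Of 22 fatty acid oxidation genes, Crat rose by 1.10 (adjusted p = 0.0332) at week 4, 1.15 (adjusted p = 0.0134) at week 6, 1.77 (adjusted p = 0.00266) at week 8 and 1.29 (adjusted p = 0.00844) at week 10 (adjusted p = 0.0704 to 0.111 at week 4 without control replicate 1 or 3 or any 1 mouse of week 4, and 0.142 at week 6 without its replicate 3), Crot by 0.92 (adjusted p = 0.0075) at week 6, and Ppara changed by −0.86 (adjusted p = 0.00305) at week 2 and −0.90 (adjusted p = 0.00185) at week 6. The median of that list was −0.18 at week 2 (camera, adjusted p = 0.00132, and adjusted p = 0.12 with an estimated correlation), and −0.07, −0.06, 0.05 and −0.03 afterwards.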

Pathway annotation of each phase’s DE geneset identified several metabolic pathways and the ECM pathway as enriched (Supplemental Fig. 3a). These are activated throughout phases I & II and stabilized or reduced during the last phase III (Supplemental Fig. 3). 

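Extracellular matrix genes were raised at each week and highest at the sixth, with the collagens Col1a1, Col3a1 and Col6a3 and the matrix proteoglycan Lum among them. Macrophage genes were raised at each week too, led by Gpnmb and Clec7a, a receptor for fungal glucans. Markers of activated stellate cells, such as the receptor Pdgfrb, had the most calls at the sixth week. Of 39 matrix genes, 12, 10, 26, 9 and 11 rose at weeks 2, 4, 6, 8 and 10 (18, 15, 30, 17 and 15 adjusted over the list alone), and none of them fell. The lists were written before the data were examined but after the paper and its figures had been read, so members that the paper plots, Col1a1, Col1a2, Acta2 and Adgre1 among them, are not independent evidence. Median log2 changes were 0.54, 0.45, 1.02, 0.57 and 0.45 (camera, adjusted p = 1.97e-21, 4.4e-20, 7.23e-31, 8.75e-20 and 1.57e-12, and adjusted p = 0.0596, 0.0896, 0.0638, 0.128 and 0.149 with an estimated correlation). Col3a1 rose by 2.80, 3.70, 2.19 and 2.12 at weeks 2, 6, 8 and 10 (adjusted p = 0.00121, 0.000177, 0.00661 and 0.00496), and Col6a3 by 2.83 (adjusted p = 0.000818) at week 6. Between phases III and II, the matrix median was −0.32 (camera, adjusted p = 4.67e-16, and adjusted p = 0.177 with an estimated correlation), with 0 genes called by limma and 6 lower adjusted over the list alone. Of 18 markers of activated stellate cells, 1, 0, 7, 0 and 1 rose (5, 3, 9, 4 and 3 adjusted over the list alone), with medians of 0.25, 0.11, 0.58, 0.25 and 0.21 (camera, adjusted p = 2.11e-05, 0.000721, 3.38e-10, 0.000153 and 0.00181, and adjusted p = 0.14, 0.321, 0.0638, 0.287 and 0.33 with an estimated correlation). From week 4 to week 6, 0 of the 18 were called by limma (6 higher adjusted over the list alone), with camera's adjusted p = 3.39e-08 and adjusted p = 0.269 with an estimated correlation. Their mean log2 change was 0.962 or more on the near-identical replicates 1 and 2 of week 6 and 0.508 on replicate 3, and that of 6 mesothelial markers 0.875 or more and 0.206. Pdgfrb rose by 1.24 (adjusted p = 0.00524) at week 6 and 1.09 (adjusted p = 0.0109) at week 10. Of 7 markers of quiescent stellate cells, Reln, a secreted guidance protein, rose by 1.14 (adjusted p = 0.0075) at week 6. The macrophage, cell cycle and cholesterol synthesis lists are plotted per liver beside the matrix list.

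**Figure D2:**
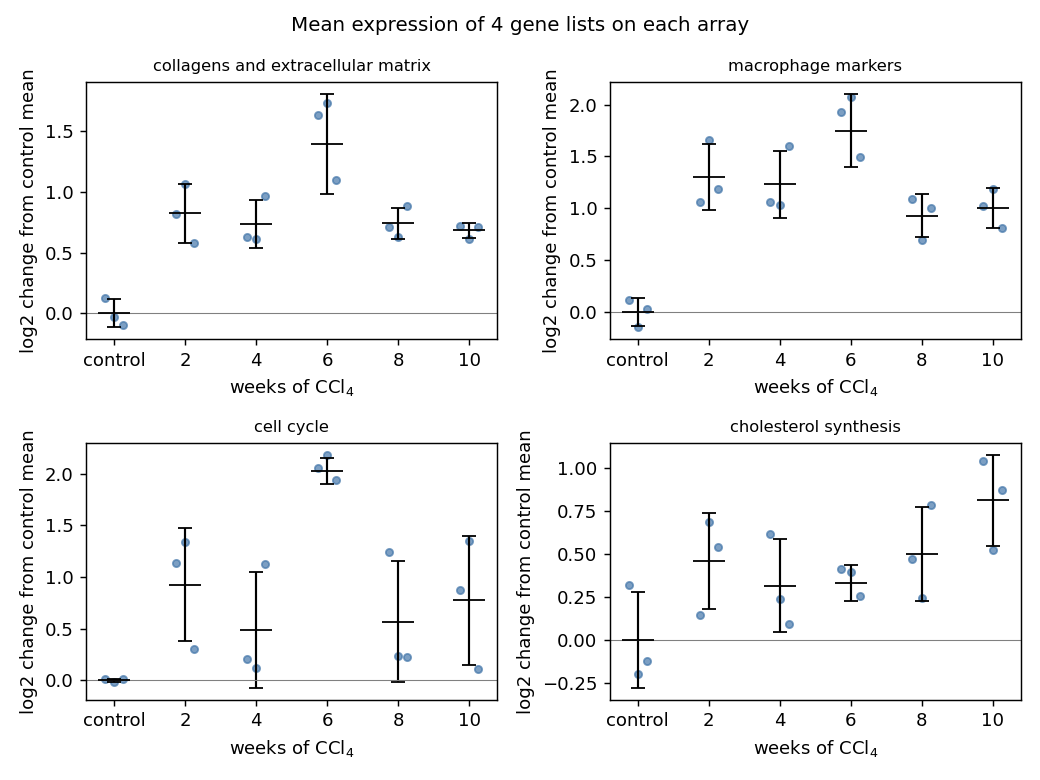
Mean log2 change of each list's genes from the control mean (y axis) by weeks of CCl_4_ (x axis), in 4 panels for extracellular matrix, macrophage, cell cycle and cholesterol synthesis genes. Points are arrays and bars are means ± SD (n = 3, and n = 2 at week 6); matrix genes average 0.824, 0.736, 1.40, 0.741 and 0.683 at weeks 2, 4, 6, 8 and 10, and cholesterol synthesis genes 0.457, 0.316, 0.331, 0.500 and 0.811.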

Between these DE sets, 467 genes were commonly regulated and enriched for ECM and inflammation pathways (Fig. 2c). 

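The genes that changed in all phases combine scar matrix, macrophages and lost male hepatocyte functions. Collagens of fibrils (Col1a1, Col1a2, Col3a1) and of basement membranes (Col4a1, Col4a2) are among those that rose, with the complement genes C1qb and C1qc and the lysosomal protease Ctss of macrophages. Cd36, a fatty acid receptor, and Lpl, a lipoprotein lipase, rose with them, and Fitm1, which helps to form lipid droplets, fell. The sterol exporters Abcg5 and Abcg8 fell too. In all, 223 genes changed in phases I, II and III, 134 up and 89 down at all 5 weeks. By Fisher's exact test over the 23111 genes, they held 10 of 39 matrix genes (adjusted p = 3.13e-11), 10 of 23 macrophage genes (adjusted p = 9.67e-14), 13 of 21 male-biased genes (adjusted p = 2.77e-20) and 5 of 25 lipid droplet and uptake genes (adjusted p = 2.99e-05). They also held 5 of 39 phagosome genes (adjusted p = 0.000233), 3 of 17 pericentral genes (adjusted p = 0.003), 2 of 10 sterol-responsive genes (adjusted p = 0.0187), 2 of 12 periportal genes (adjusted p = 0.0237) and 2 of 15 PPAR alpha targets (adjusted p = 0.0329). Both of these listed genes, Cyp4a12a and Cyp4a12b, fell and are also counted among the male-biased genes. Their enrichment is thus not separate from that of the male-biased genes and says nothing by itself about PPAR alpha. Of the phagosome genes, Ctss is also counted as a macrophage gene and Cd36 as a lipid uptake gene. Fisher's test takes genes as independent, which those of 1 list need not be, so these p-values can be too small. Cd36 rose by 1.87, 2.34 and 2.57 at weeks 2, 6 and 10 (adjusted p = 0.00491, 0.0011 and 0.000751), and Fitm1 changed by −2.53, −2.78, −2.86, −2.58 and −2.68 from week 2 to week 10 (adjusted p = 2.87e-05, 1.72e-05, 3.76e-05, 3.39e-05 and 2.11e-05). Abcg8 fell by 1.09 at week 2 and was at −1.36 (adjusted p = 0.000201) at week 4. Of 23 acute phase genes, 2, 1, 3, 1 and 3 rose (5, 3, 6, 3 and 6 adjusted over the list alone), and Apcs, the serum amyloid P component, rose by 1.65, 1.56, 1.58 and 1.47 at weeks 2, 4, 6 and 10 (adjusted p = 0.00351, 0.00747, 0.00343 and 0.00564). All weeks share 1 set of 3 control mice, which alone makes their changes alike. In 100 simulations with no effect of CCl_4_, each gene varied independently of the others. The correlation between weeks was then 0.444 to 0.501 from the shared control mice, against 0.787 to 0.873 in the data. At most 1 gene was common to all phases there, but genes that shift together in a control mouse were not simulated. Without control replicate 2, control replicate 3 and replicate 2 of week 2, the common genes numbered 133, 111 and 112.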

We identified reduced molecular regulation (210 unique DE genes, Fig. 2d) in phase III, reflecting previous findings and marking an adaptation to repeated injuries; hence we coined phase III—the tolerance phase. 

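Cholesterol synthesis stands out among the genes that changed in phase III alone. Lss, which closes the sterol ring, and Mvd, of the mevalonate pathway, are among them, with H2-Q1, a class I histocompatibility gene. A gene of Kupffer cells, Cd163, which fell at week 10, and a gene of phagosomes, Fcgr4, are there too. In phase III alone, 113 genes changed, 71 of them up and 28 down at all 5 weeks. With weeks shuffled over the 14 CCl_4_ samples, 42 of 100 splits, the real one included, gave as many genes. The 113 genes held 6 of 17 cholesterol synthesis genes (Fisher's exact test, adjusted p = 4.67e-09), 2 of 7 class II histocompatibility genes (adjusted p = 0.00808), 2 of 17 endothelial genes (adjusted p = 0.0338) and, each with adjusted p = 0.0363, 2 of 25 fatty acid and triglyceride synthesis genes, 2 of 23 acute phase genes and 2 of 24 interferon and class I histocompatibility genes. Fisher's test takes genes as independent, but members of a pathway in the same mice can move together, so these p-values can be too small. Of the 39 matrix and 23 macrophage genes of the lists, 0 were among the 113 genes. Genes called in an earlier phase cannot be in this set, and 26 matrix and 19 macrophage genes were called at week 6. The count of 0 therefore does not show that matrix or macrophage genes were unchanged in phase III. H2-Q1 rose by 1.74 (SE 0.299, adjusted p = 0.00784) at week 10. The group that changed in phase II alone held 668 genes, and 172 were shared by phases II and III, 73 by phases I and II and 8 by phases I and III. Passing the threshold in 1 phase does not show a difference between phases, so phase III was also tested against phase II. 0 genes passed with limma, 2189 had an unadjusted p under 0.05, and 2 passed with 18 separate arrays. Of the 113 genes, 40 had an unadjusted p under 0.05 in that test, as had 235 of the 668 genes of phase II alone. Both sets were picked from these data for passing in 1 phase and not in the other. That choice favours low p-values in this test, so these counts do not show a difference between phases. Among 17 endothelial genes, 3 rose at week 10 (7 adjusted over the list alone), with a median of 0.49 (camera, adjusted p = 2.3e-11, and adjusted p = 0.0705 with an estimated correlation), and among 7 class II genes, 3 rose (3 adjusted over the list alone), with a median of 0.36 (camera, adjusted p = 0.000376, and adjusted p = 0.245 with an estimated correlation). The number of genes changed in phase III alone was 70, 75 and 46 without control replicates 1, 2 and 3, and 177 without replicate 3 of week 6, which leaves n = 1 there with its spread taken from the other groups and where the test between phases gave 18 genes. From the number of genes regulated in phase III alone, with its earlier findings on survival, blood and tissue, the paper reasons that the liver adapts to repeated injuries. It names this phase the tolerance phase and later adds its protein counts.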

Analysis of time-resolved expression of the tolerant DE genes (Fig. 2e) underlines the dynamics of fibrogenic genes, e.g., Actin alpha 2, smooth muscle (Acta2), Collagen type I alpha 1 chain (Col1a1), and Collagen type I alpha 2 chain (Col1a2), until week six and a decreased regulation during the tolerance phase. Additionally, we can observe an increase in fatty acid synthase (Fasn) (lipogenic gene) during the late tolerance state (Fig. 2d, e).

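Both type I collagen genes were raised in all treated groups and highest at the sixth week. Acta2, the actin of contractile myofibroblasts, passed the threshold at the sixth week and at no other. All 3 genes had lower means in the tolerance phase than at the sixth week, but none of these differences passed the test over all genes. Col1a1 averaged 5.57 ± 0.274 in control livers (log2 intensity, mean ± SD), 9.04 ± 0.802 at week 2, 10.39 ± 0.742 at week 6 and 8.40 ± 0.111 at week 10. Its change from control was 3.48 (SE 0.432, adjusted p = 0.00166) at week 2, 4.83 (SE 0.483, adjusted p = 0.000168) or 28.4-fold at week 6, 2.92 (adjusted p = 0.00562) at week 8 and 2.83 (adjusted p = 0.00395) at week 10. At week 4 it was 3.00 (adjusted p = 0.00538), and adjusted p = 0.0565 with both groups fitted alone. Col1a2 rose by 3.81 (SE 0.436, adjusted p = 0.000423) at week 6, beside 2.40 (adjusted p = 0.00687) at week 2, 2.21 (adjusted p = 0.0156) at week 4, 1.96 (adjusted p = 0.0265) at week 8 and 1.97 (adjusted p = 0.0146) at week 10. Acta2 rose by 2.44 (SE 0.378, adjusted p = 0.00226) at week 6 (adjusted p = 0.0653 with both groups fitted alone), where the SD between samples was 1.36, and its other changes were 1.00, 0.49, 0.42 and 0.77 (adjusted p = 0.155, 0.599, 0.647 and 0.218). Phase III minus phase II gave −1.04 (SE 0.324, adjusted p = 0.302) for Col1a1, −1.05 (SE 0.293, adjusted p = 0.249) for Col1a2 and −0.87 (SE 0.254, adjusted p = 0.273) for Acta2. From week 6 to week 10 the changes were −2.00, −1.84 and −1.67 (adjusted p = 0.213, 0.203 and 0.177). Without replicate 3 of week 6, which had the lowest Acta2 of that week, week 6 is 1 sample (n = 1) whose spread is taken from the other groups, and on that assumption the phase difference of Acta2 was −1.35 (adjusted p = 0.00162), and its rises at weeks 2 and 10 also passed (adjusted p = 0.00432 and 0.0132). Single mice weigh on Col1a2 outside week 6. Its rise at week 10 had adjusted p = 0.0625 without control replicate 3, and at week 4 it had 0.052, 0.0682 and 0.0573 without control replicates 2 and 3 and replicate 3 of week 4. At week 8 it had 0.0792 and 0.103 without control replicates 2 and 3, and 0.0672, 0.0592 and 0.093 without replicates 1, 2 and 3 of week 8. With both groups fitted alone, the values were 0.0517 at week 2 and 0.068 at week 4.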

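Fasn, which assembles palmitate, had higher means in all treated groups than in control, but no rise passed the test. Genes of the neighbouring cholesterol pathway did rise, Lss and Mvd at week 10 and Sqle, which oxidises squalene, at weeks 2, 4, 6 and 10. Scd2, the desaturase that makes oleate, rose as well. Srebf1 and Scd1, a lipogenic regulator and desaturase, stayed under the threshold at all weeks. Fasn averaged 11.24 ± 0.143 in control livers (log2 intensity, mean ± SD), 11.75 ± 0.911 at week 6, 12.28 ± 0.228 at week 8 and 12.14 ± 0.564 at week 10. Its changes from control were 0.59, 0.72, 0.51, 1.04 and 0.89 at weeks 2, 4, 6, 8 and 10 (SE 0.388 to 0.434, adjusted p = 0.551, 0.464, 0.555, 0.228 and 0.211). With both groups fitted alone, the rise at week 8 had adjusted p = 0.0347. Phase III minus phase II was 0.36 (SE 0.291, adjusted p = 0.792). Scd2 rose by 4.20 (SE 0.712, adjusted p = 0.00361) at week 6. Of 25 fatty acid and triglyceride synthesis genes, 3 rose at week 8 and 4 at week 10, where 1 fell (7, 7 and 2 adjusted over the list alone). Their medians were −0.01, 0.13, 0.08, 0.55 and 0.44 at weeks 2 to 10 (at week 8 camera, adjusted p = 8.32e-06, and adjusted p = 0.32 with an estimated correlation, and at week 10 camera, adjusted p = 0.000321, and adjusted p = 0.393 with an estimated correlation). Between phases III and II the median was 0.31 (camera, adjusted p = 5.34e-08, and adjusted p = 0.184 with an estimated correlation), with 0 genes called by limma. Of 17 cholesterol synthesis genes, 2, 1, 2, 1 and 9 rose at weeks 2, 4, 6, 8 and 10 (6, 1, 4, 7 and 10 adjusted over the list alone). The week 10 median was 0.84 (camera, adjusted p = 1.33e-11, and adjusted p = 0.18 with an estimated correlation). Lss rose by 1.88 (SE 0.312, adjusted p = 0.00619) at week 10, after 1.05 (adjusted p = 0.079) at week 6 and 1.25 (adjusted p = 0.063) at week 8, Sqle by 1.29 (SE 0.224, adjusted p = 0.00816) and Mvd by 1.25 (SE 0.238, adjusted p = 0.0123), as the plot of log2 changes by gene shows. Sqle also rose by 1.21, 1.03 and 1.13 at weeks 2, 4 and 6 (adjusted p = 0.0144, 0.0395 and 0.0141) and was at 0.85 (adjusted p = 0.0804) at week 8. These earlier calls of Sqle rest on single mice: week 2 had adjusted p = 0.0641, 0.0582 and 0.0709 without control replicates 2 and 3 and replicate 2 of week 2, week 6 had 0.103 without its replicate 3, and week 4 had 0.0527 to 0.141 without control replicate 2 or 3, any 1 mouse of week 4, replicate 3 of week 2 or 6, or replicate 1 of week 8 or 10. With both groups fitted alone, weeks 2 and 4 had 0.0632 and 0.0565. From week 6 to week 10, the median of the 17 genes was 0.51 (camera, adjusted p = 4.79e-08, and adjusted p = 0.319 with an estimated correlation), with 0 genes called by limma, and between phases III and II it was 0.36 (camera, adjusted p = 5.58e-08, and adjusted p = 0.243 with an estimated correlation).

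**Figure D3:**
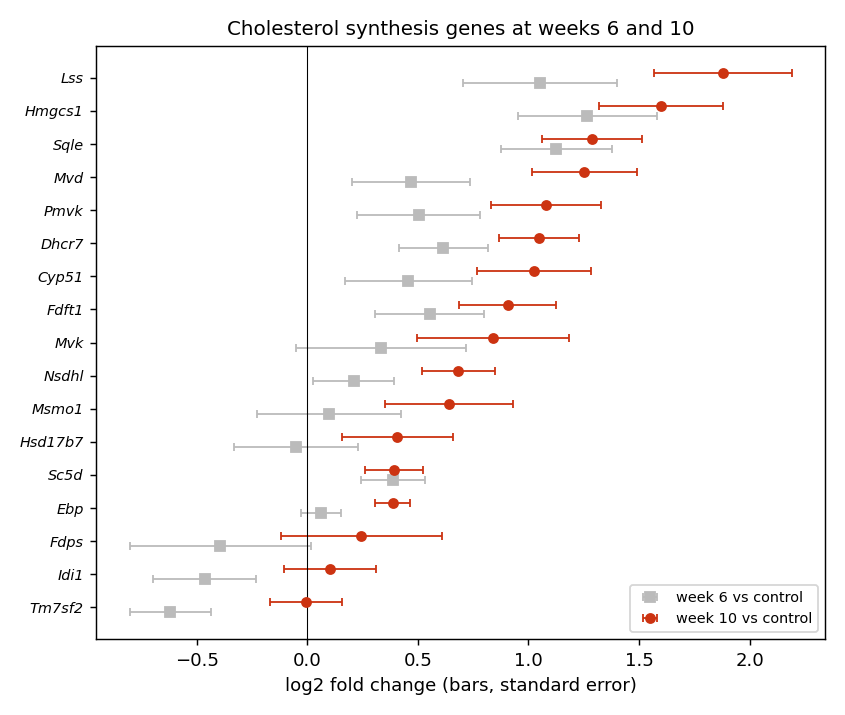
Log2 change from control (x axis) of 17 cholesterol synthesis genes (y axis), with bars of ± 1 SE from limma. Grey squares are week 6 and red circles week 10, and Lss stands highest at week 10, at 1.88.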

**Fig. 2:**
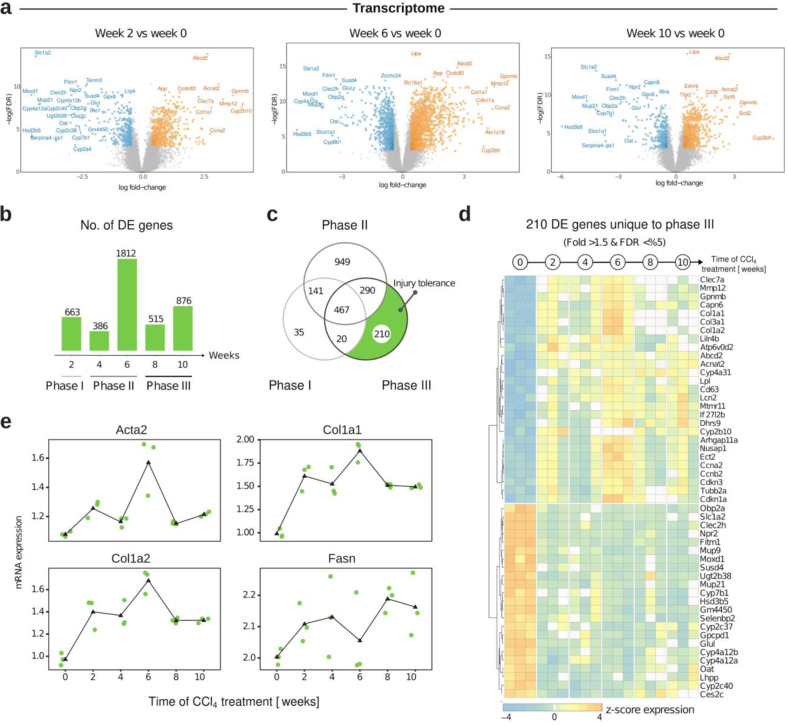
Time-resolved transcriptome analysis of liver exposed to CCl_4_. **a** Volcano plots illustrate identified DE genes of weeks two, six, and ten of CCl_4_ exposure. **b** The number of DE genes is visualized in the bar chart. Time points are grouped into three phases characterized by the disease dynamics of liver fibrosis. **c** Venn diagrams show the unique and shared amount of genes between the phases. **d** Heatmap of 210 phase III specific DE genes (*n* = 3 mice per time point). **e** Diagram visualizing the regulation in a time-resolved manner of the genes; Acta2, Col1a1, Col1a2, and Fasn.

Proteomic measurements were performed by multiplexing using isobaric labeling with TMT 10-plexes followed by MS/MS analysis, which identified 4222 proteins. For 2278 proteins, expression values were detected in all samples and subjected to bioinformatics and statistical analysis. We derived significant (FDR < 0.05) differentially regulated proteins by comparing control to weeks one, two, four, six, eight, and ten (*n* = 20) (Fig. 3a). Overall we observed similar regulation patterns as in the transcriptomics analysis. We found only six and 34 deregulated proteins in weeks one and two, while 225 and 221 proteins were differentially regulated in weeks four and six and only 64 and 86 in weeks eight and ten (Fig. 3b). The relative number of identified regulated proteins compared to the total number of proteins identified by MS/MS was in line with the observed transcriptomic changes. We identified 22 common deregulated proteins shared between all phases and 23 specific to the tolerance phase (Fig. 3c, d). The pathway enrichment based on proteomic results also showed several enriched metabolic pathways and an induced ECM pathway during phase I and phase II, which is in line with our transcriptomics findings (Supplemental Fig. 3). Time-resolved expression analysis of selected proteins (Fig. 3e) showed a dynamic increase of fibrogenic genes, e.g., collagens, baculoviral IAP repeat-containing protein 6 (BIRC6; anti-apoptotic gene), fatty acid synthase protein (FASN), and stability of metabolic genes like cytochrome P450, family 2, subfamily f, polypeptide 2 (CYP2F2) and glutamine synthetase (GLUL) during the tolerance state. 

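Among the genes changed at week 2 that changed again later are Col1a1 and Lum of the matrix, Csf1r and Gpnmb of macrophages, Glul and Slc1a2 of pericentral hepatocytes, and Abcd2 and Acnat2 of peroxisomes. Their direction was kept at all 5 weeks for all but 1 of the genes shared with phase II alone and for all of the genes common to the 3 phases. Of the 325 genes of phase I, 93.5% changed again in phase II or III, and 21 changed in phase I alone. With single mice left out, the share lay between 89.5% and 96.2%. All weeks share their control mice, so their calls are not independent. Slc1a2 stayed between −4.96 and −4.69 (log2) at weeks 2 to 10, with adjusted p of at most 9.28e-09. Acnat2 stayed between 3.65 and 4.24. Over all 14 CCl_4_-treated samples against the 3 control mice, 596 genes changed (379 up, 217 down), and 397 and 368 did without control replicates 2 and 3.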

Interestingly, almost all phase I altered genes (95%) and proteins (75%) were also deregulated in the other phases indicating a stereotypical liver response to stress (Figs. 2d and 3d, Heatmaps). Together with the previous results obtained at the different analysis levels, the pattern of differentially regulated genes and proteins suggests a dynamic early liver response in three phases. These were coined: (i) initiation phase (weeks one–two) as immediate response patterns to repeated injuries; (ii) progression phase (weeks four–six) of accumulating molecular changes upon repeated injuries; (iii) tolerance phase (weeks eight–ten) to endure repeated injury.

**Fig. 3:**
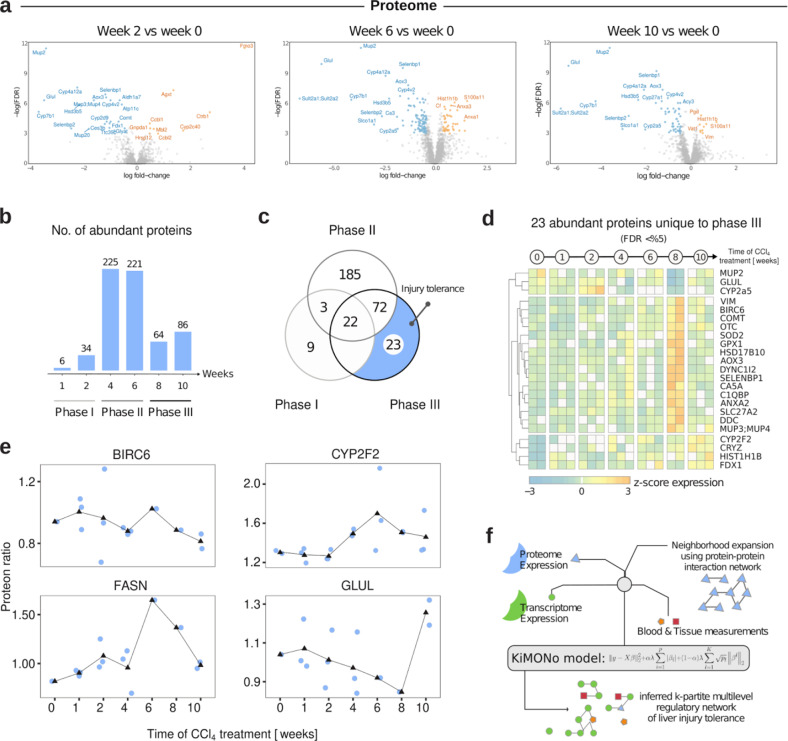
Time-resolved proteomic analysis of liver exposed to CCl_4_. **a** Volcano plots of differentially regulated proteins in weeks two, six, and ten. **b** The number of differentially regulated proteins is visualized via the bar charts. Time points are grouped into three phases characterizing the disease course of liver fibrosis. **c** Venn diagrams illustrate the unique and overlapping amount of proteins between the three phases. **d** Heatmap of uniquely deregulated proteins during phase III (*n* = 2–3 mice per time-point). **e** The longitudinal regulation of the proteins BIRC6, CYP2F2, FASN, and GLUL. **f** KiMONo models performed integration of proteomic, transcriptomic, blood, and tissue measurements.

### Multi-level network analysis of liver tolerance captures human liver disease profiles

To dissect key factors determining the response of the liver to repeated injuries, we generated a fully integrated map combining transcriptomic, proteomic, biochemical, and histopathological data. We incorporated and analyzed all available data using the recently published multi-omic network inference strategy—KiMONo (pipeline Fig. 3f, result Fig. 4a, b) [17]. This analysis strategy allowed us to identify molecular patterns that covary with tissue-level histological parameters. In this inferred multi-level fibrosis network, nodes represent proteins, genes, or biochemical parameters, and connections denote statistically identified effects between them. We trimmed the generated network by excluding all node models with low goodness of fit (R^2 < 0.1) and all effects weaker than beta < 0.002. The filtered network contained 8199 nodes connected via 16398 links. We identified tolerance phase-specific network modules via extracting nodes associated with deregulated unique genes and proteins within the phase. This resulted in 13 distinct network modules consisting of 68 injury-tolerant specific nodes. The minor consists of 2 nodes, while the largest comprises 29 nodes (Fig. 4a, b). On average, functional annotation identified 22.6 significantly (FDR < 0.05) enriched pathways per module. Based on this annotation, we themed the most prominent modules into Inflammation, Lipid metabolism, Pathways in Cancer, Carbohydrate module, NF-kappa B signaling, and Immune system. Even though functions/modules like inflammation have been previously associated with liver fibrosis progression and regression [33], we also detected multi-level evidence for novel mechanisms like lipid metabolism and carbohydrate modules (Fig. 4a, b). These were also the most extensive multi-modal modules and would have been overlooked by only analyzing the different measurements independently. 

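Cdc42, a small GTPase that orders the actin skeleton and cell polarity, rose at weeks 6 and 10, though by less than the fold threshold. Cdk5, a kinase best known from neurons, did not pass the threshold at any week. Cdc42 averaged 10.87 ± 0.047 in control livers (log2 intensity, mean ± SD) and 11.43 ± 0.0394 at week 6. Its changes were 0.31, 0.37, 0.56, 0.30 and 0.33 at weeks 2, 4, 6, 8 and 10 (adjusted p = 0.082, 0.052, 0.00375, 0.0969 and 0.0439), of which weeks 6 and 10 passed on adjusted p alone, at 1.47-fold and 1.26-fold. Without replicate 3 of week 6, its change at week 6 was 0.59 (adjusted p = 0.0209), just past the fold threshold. Cdk5 averaged 7.10 ± 0.0788 in control livers and changed by −0.06, 0.17, 0.04, 0.04 and −0.06 (adjusted p = 0.877, 0.538, 0.891, 0.925 and 0.797). Phase III minus phase II was −0.15 (SE 0.0641, adjusted p = 0.5) for Cdc42 and −0.12 (SE 0.0784, adjusted p = 0.701) for Cdk5.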

The most extensive module was enriched for Pathways in Cancer, encompassing well-known cancer-related genes orthologous to humans, like Serine/threonine-protein kinase 1 (Pak1), Cell division control protein 42 homolog (Cdc42), or Cyclin-dependent kinase 5 (Cdk5) (Fig. 4a, Supplemental Tables 4 and 5—Module 11) [34–37]. We compared these findings to significant (FDR < 0.05) DE genes of several human liver diseases. DEGs were computed separately for each human disease, thus comparing a gene’s expression to its matched control sample cohort. We identified concordant expression patterns (regulation of human DEG per disease matching mouse direction of regulation) for most of our identified modules, especially with alcoholic liver disease (ALD) and hepatocellular carcinoma (HCC). Within the inflammatory and immune system modules, we found Histocompatibility 2, Q region locus 1 (H2-q1), General transcription factor II-I repeat domain-containing protein 1 (Gtf2ird1), Retinoid X Receptor Alpha (Rxra), Jun Proto-Oncogene, Ap-1 Transcription Factor Subunit (Jun), NEDD4 Binding Protein 2 (N4bp2), and B-cell lymphoma 3-encoded protein (Bcl3) as significantly upregulated genes in human. However, less overlap of significant DE genes was observed between our results, non-alcoholic fatty liver disease (NASH), and steatosis. The profile comparison of lipid metabolism to humans also showed that known key elements like Fasn, Ilk, Ahsa1, Ughd, or Insig1 align with expression profiles from NASH, ALD, and HCC. These findings are also in line with recent literature, which associates these genes with liver diseases [38–41].

**Fig. 4:**
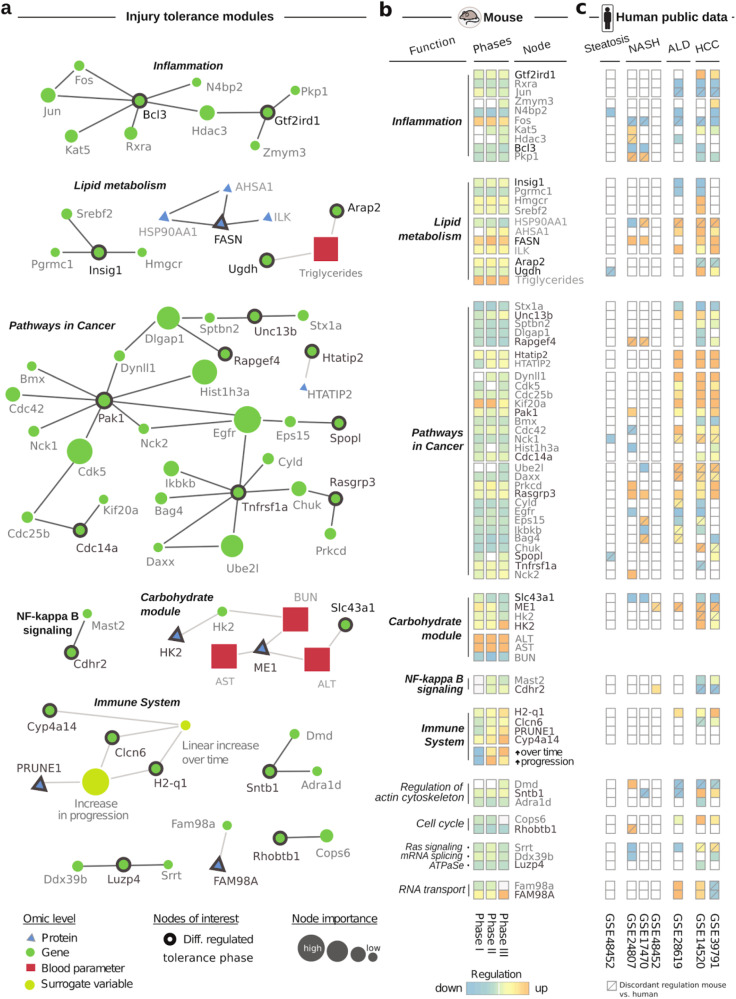
Tolerance specific modules in CCl_4_-induced fibrosis. **a** We identified 13 tolerance phase-specific modules within the multi-omic fibrosis network by extracting differential regulated genes, proteins, and network neighbors. Network nodes are only connected when statistical effects are detected within the data. Node sizes refer to their importance within the network, which relate to the high or low effects of CCl_4_ treatment. **b** Functional annotation and average regulation of network nodes for initiation, progression, and tolerance phase. Significant (FDR < 0.05) downregulation (blue) and upregulation (red) are visualized within the heatmap. Bold node names denote uniquely differential regulation within the tolerance phase. **c** Significantly (FDR < 0.05) differentially expressed genes of seven human studies investigating fatty liver disease (steatosis), non-alcoholic fatty liver disease (NASH), alcoholic liver disease (ALD), and hepatocellular carcinoma (HCC).

### Histological and biochemical validation of multi-level modules identifies lipid metabolism and mild inflammation in tolerance phase

To validate the detected modules, we first focused on the known association between inflammation and liver disease progression (Supplemental Fig. 4a, b). 

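Adgre1, the gene of F4/80, was raised from the first treated group on and highest there. Other macrophage genes rose with it, among them Cd9, Ctss and Lgals3, which encodes galectin 3. Vsig4, a complement receptor of resident Kupffer cells, also rose, whereas no gene of the neutrophil list passed the test. Adgre1 averaged 5.65 ± 0.46 in control livers (log2 intensity, mean ± SD), 7.63 ± 0.466 at week 2, 7.46 ± 0.251 at week 6 and 7.03 ± 0.07 at week 10. It rose by 1.98 (SE 0.275, adjusted p = 0.00304) at week 2, 1.55 (adjusted p = 0.0165) at week 4, 1.81 (SE 0.307, adjusted p = 0.00363) at week 6, 1.22 (adjusted p = 0.044) at week 8 and 1.38 (adjusted p = 0.0148) at week 10, and phase III minus phase II was −0.38 (SE 0.206, adjusted p = 0.613). The calls at weeks 4, 8 and 10 rest on single mice. Week 4 had adjusted p = 0.0663, 0.0713 and 0.0667 without control replicates 2 and 3 and replicate 3 of week 4, and week 10 had 0.0533 and 0.0634 without control replicates 2 and 3. Week 8 had adjusted p = 0.142 and 0.157 without these control mice, 0.141 and 0.132 without replicates 1 and 3 of week 8, and 0.0525 to 0.0595 without replicate 2 of week 2, replicate 2 of week 4, replicate 3 of week 6 or any 1 mouse of week 10. With both groups fitted alone, weeks 4 and 8 had 0.0726 and 0.134. Of 23 macrophage genes, 13, 12, 19, 6 and 10 rose at weeks 2, 4, 6, 8 and 10 (16, 18, 19, 16 and 13 adjusted over the list alone). Their medians were 1.36, 1.21, 1.72, 0.89 and 0.95 (camera, adjusted p = 2.48e-25, 1.77e-24, 1.87e-24, 3.76e-18 and 1.1e-15, and adjusted p = 0.0596, 0.0752, 0.0638, 0.128 and 0.148 with an estimated correlation). Lgals3 rose by 2.71 (adjusted p = 0.00285) at week 6, Cd9 by 1.59 and 1.61 at weeks 8 and 10 (adjusted p = 0.00892 and 0.00569), and Ctss by 1.88, 2.27 and 1.29 at weeks 2, 6 and 10 (adjusted p = 0.00122, 0.000336 and 0.00835). Between phases III and II, the macrophage median was −0.46 (camera, adjusted p = 1.22e-12, and adjusted p = 0.177 with an estimated correlation), with 0 genes called by limma and 7 lower adjusted over the list alone. Of 8 Kupffer cell genes, 2, 0, 2, 0 and 1 rose and 1 fell at week 10 (5, 4, 3, 1 and 1 up and 1 down adjusted over the list alone). Vsig4 rose by 1.91 (adjusted p = 0.00422) at week 2. Of 10 neutrophil genes and 15 lymphocyte genes, 0 and 1 changed at any week by limma (0 and 1 adjusted over the list alone), the latter Jchain at week 6 (adjusted p = 0.0384, and 0.431 without replicate 3 of week 6). Outside these lists, the immunoglobulin light chain Igkc rose by 2.83 (adjusted p = 0.00163) over all CCl_4_-treated samples, and by 2.59 and 3.11 at weeks 4 and 8 (adjusted p = 0.0326 and 0.0117, the first at 0.0512 to 0.118 without any 1 mouse of control or week 4, the second at 0.056 and 0.0552 without control replicate 2 and replicate 3 of week 8 and 0.101 with both groups fitted alone). The heavy chain Igha rose by 3.96 (adjusted p = 0.00739, and 0.0855 without replicate 3 of week 6) at week 6, while Ighm and Ighg1 were called at no week.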

Histological staining of F4/80 (a marker for resident macrophages) and gene expression (ADGRE1) revealed F4/80 positive cells infiltrated the injured liver tissue, but no further infiltration was observed during the tolerance phase (Supplemental Fig. 4a, b). These results show that we can validate KiMONo’s multi-level modules not only via literature and external data but also experimentally. We focused on the multi-level Lipid metabolism module in a second validation step. This mechanism was identified as being altered explicitly in the tolerance phase. Therefore, we applied immunofluorescence (IF), immunohistochemistry (IHC), and RT-PCR to confirm these findings. Using HE, PSR, ɑ-SMA, and F4/80 staining, we uncovered voids in tissue accumulated within the fibrotic areas (Fig. 5a). By histopathological analysis, we observed that these voids were overloaded with hepatocytes with lipid droplets (LD, Fig. 5b). To investigate intracellular LD further, we established Bodipy staining using cryosections. The results aligned with the multi-level analysis and showed a major increase in intracellular lipid accumulation in a time-dependent manner (Fig. 5c). We underpinned this using quantification of LD (Bodipy positive areas), showing a significant (p < 0.005) lipid accumulation after six weeks, in agreement with the in-silico analysis of KiMONo (Fig. 5c). Next, we validated the gene nodes within the lipid metabolism module via RT-PCR. Here we focused on central regulators of de novo lipogenesis, namely Fasn, sterol regulatory element-binding transcription factor 1 (Srebp-1c), and stearoyl-CoA desaturase 1 (Scd1). These were significantly upregulated within the tolerance phase of CCl_4_-induced fibrosis (Fig. 5d). To further validate that the lipid metabolism is mainly disturbed during the tolerance phase, we analyzed the expression of carnitine palmitoyltransferase 1 (Cpt1), and acyl-CoA oxidase 1 (Acox1), and peroxisome proliferator-activated receptors (PPAR-ɑ and γ). All three showed a downregulation during the initiation and progression phase and recovery to the basal level during the tolerance phase (Supplemental Fig. 5a). Finally, we used a STelic Animal Model (STAM, steatosis-NASH-based mouse model) to compare the size of LD of CCl_4_-tolerated livers as a positive control for LD recognition (Fig. 5e). This comparison shows that LD in CCl_4_-tolerated livers were small compared to the LD inSTAM mice (Fig. 5e). Overall, the validation experiments indicate a tuning down of inflammatory processes during the tolerance phase and confirm the accumulation of tiny LD in CCl_4_-tolerated liver hepatocytes. As a result, these modulations of liver response protect the liver from further CCl_4_-induced damages. LD accumulation is controlled by the balance between lipogenesis and degradation, therefore, we investigated whether lipid degradation is also modulated during initiation or progression stage by auto(lipo)phagy as possible LD degradation mechanism. 

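Map1lc3a and Map1lc3b encode LC3, which marks the membranes of autophagosomes, Plin3 coats nascent lipid droplets and Lamp1 lies in the membrane of lysosomes. No change of theirs against control passed both thresholds, and none differed between phases II and III. Map1lc3a averaged 5.38 ± 0.129 in control livers (log2 intensity, mean ± SD), 5.01 ± 0.19 at week 2, 4.96 ± 0.181 at week 6 and 5.06 ± 0.185 at week 10. Its changes were −0.37, −0.30, −0.43, −0.23 and −0.32 at weeks 2, 4, 6, 8 and 10 (adjusted p = 0.102, 0.232, 0.0482, 0.372 and 0.112), and the value at week 6 passed on adjusted p but not on fold. Map1lc3b changed by −0.04, −0.15, −0.26, −0.23 and −0.05 (adjusted p = 0.965, 0.772, 0.44, 0.574 and 0.906). Plin3 averaged 7.07 ± 0.109 in control livers and 7.67 ± 0.392 at week 10, and changed by 0.59, 0.50, 0.59, 0.23 and 0.60 (adjusted p = 0.162, 0.288, 0.131, 0.684 and 0.107). With both groups fitted alone, its rise at week 2 had adjusted p = 0.0312. Lamp1 averaged 11.62 ± 0.0726 in control livers and changed by 0.11, 0.06, 0.11, −0.01 and 0.04 (adjusted p = 0.548, 0.806, 0.465, 0.976 and 0.838). Phase III minus phase II was 0.08 (SE 0.0834, adjusted p = 0.838) for Map1lc3a, 0.06 (SE 0.118, adjusted p = 0.934) for Map1lc3b, −0.13 (SE 0.152, adjusted p = 0.877) for Plin3 and −0.07 (SE 0.0553, adjusted p = 0.747) for Lamp1.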

IF staining (Fig. 5f) and RNA analysis (Fig. 5g) of typical autophagy parameters LC3, PLIN3 and LAMP1 showed no significant alteration between initiation, progression and tolerance phases. 

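Autophagy genes lay slightly below control in the treated livers, with single calls at the sixth week. Atg4d, a protease that processes LC3, and Ulk2, a kinase that starts autophagy, fell there. Phagosome genes lay above control, among them Cybb, the oxidase of phagocytes, and Msr1, a scavenger receptor. Of 30 autophagy genes, 6 fell at week 6 (7 adjusted over the list alone) and 0 at the other weeks by limma (1 at week 4 adjusted over the list alone). Atg4d changed by −0.77 (SE 0.0799, adjusted p = 0.000215) and Ulk2 by −0.71 (SE 0.105, adjusted p = 0.00177). The medians were −0.20, −0.15, −0.30, −0.17 and −0.19 at weeks 2, 4, 6, 8 and 10 (camera, adjusted p = 2.29e-05, 5.67e-05, 1.14e-06, 0.00155 and 0.000182, and adjusted p = 0.0683, 0.116, 0.0638, 0.264 and 0.148 with an estimated correlation). Of 39 phagosome genes, 9, 8, 13, 5 and 6 rose (14, 10, 14, 9 and 12 adjusted over the list alone), with medians of 0.39, 0.34, 0.43, 0.20 and 0.35 (camera, adjusted p = 2.49e-17, 8.07e-13, 1.16e-13, 7.16e-09 and 2.16e-08, and adjusted p = 0.0543, 0.0752, 0.0638, 0.128 and 0.148 with an estimated correlation). Cybb rose by 1.98 (adjusted p = 0.00304) at week 2 and 1.69 (adjusted p = 0.00569) at week 10, and Msr1 by 0.99 (adjusted p = 0.00496) at week 10. Between phases III and II, the median was 0.06 for autophagy (camera, adjusted p = 0.00274, and adjusted p = 0.184 with an estimated correlation) and −0.11 for phagosome genes (camera, adjusted p = 4.02e-06, and adjusted p = 0.184 with an estimated correlation). 0 genes of either list passed that test by limma, and adjusted over the list alone 2 phagosome genes were lower and 0 autophagy genes passed.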

The data were in agreement with enrichment plots of autophagy and phagosome components from time-resolved analysis of the array data (Supplemental Fig. 5b). This indicates that de novo synthesis of lipid represents the main factor for droplet accumulation during tolerance phase.

**Fig. 5:**
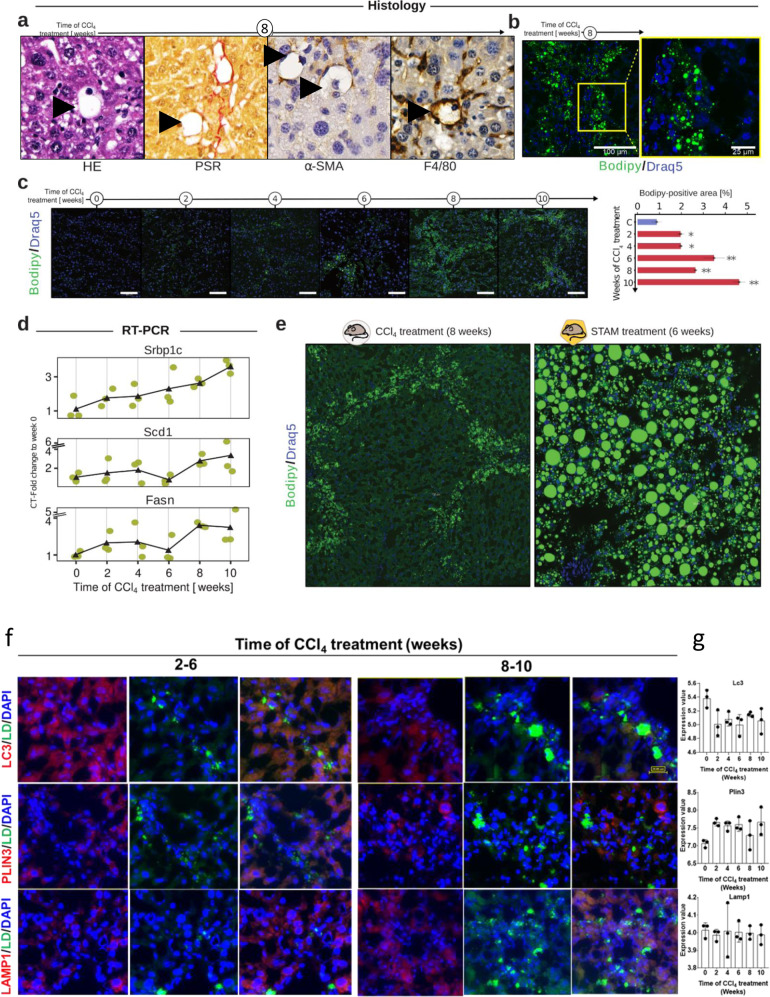
Validation of lipid metabolism induction during the liver response’s tolerance phase. **a** Voids appeared as whitish areas in the liver tissue. The spatial distribution of these voids was along fibrotic regions. HE and PSR staining show the specific circular void structure and, in some cases, small nuclei. Additionally, we found that these voids are surrounded by α-SMA or F4/80 positive cells (arrowhead). **b** Using a specific lipid droplet staining, namely Bodipy, we show that these voids are part of hepatocytes overloaded with lipid droplets. **c** Longitudinal Bodipy staining to visualize and analyze lipid droplet accumulation in a time-resolved manner. Scale bars are 100 µm. **d** mRNA levels validated by RT-PCR of lipid metabolism-related targets Srbp-1c, Scd1, and Fasn. **e** Lower magnification images comparing CCl_4_-induced fibrosis week eight to week six Stellic animal model (steatosis-NASH based model as a positive control for lipid droplet recognition). **f** IF staining of lipid droplets with bodipy (green), microtubule-associated protein 1 A/1B-light (LC3, red), lysosomal-associated membrane protein (LAMP1, red), and prellipin 3 (PLIN3, red). Scale bars are 25 µm. **g** mRNA expression of LC3, PLIN3 and LAMP1 across the different time points.

To investigate whether the expression of the 210 identified *tolerance* genes remain altered upon long-term intoxication, we analysed the data of a mouse cohort (GSE167216) that was challenged with CCl_4_ for up to one year [42]. We found 168 shared genes in our dataset (GSE222576) and GSE167216. From these, several displayed similar expression profiles at 2 and 6 months after CCl_4_ exposure (proposed tolerant phase), but showed altered expression profiles at the 12 months time points i.e., among others Hsd17b2, Emcn, Apon, Ugdh, Slc43a1 ggta1, Acss2 Acss3, Abdh4 (Supplemental Fig. 6a, heatmap, red asterisk). Next, to investigate the clinical relevance of identified 210 genes (GSE222576) in CLD cohort of patients (GSE139602; [43] including early chronic liver disease (eCLD, *n* = 5) and compensated cirrhosis (CC, *n* = 8) compared with healthy (*n* = 6) livers (Supplemental Fig. 6b, Venn diagram). Surprisingly, we found that 15 genes (ACACA, COX5B, IL1RN, MMP7, INSIG1, RALGPS1, TSKU, EFHD2, ACSL5, CCDC159, FAM69A, PMVK, SLC35D2, HSDL2, and SPATS2) overlapped with the genes of CC patients, in contrast only 5 genes (S1PR1, PAK1, CLCN6, ACPP and EMCN) overlapped with genes of eCLD patients [43]. In conclusion, our data indicate that the identified and hypothesized tolerance phase upon repeated CCl_4_ intoxication is associated with accumulation of tiny LD and mild inflammation. The tolerance phase starts at around 8 weeks and remains for at least 6 months to cope with repetitive insults and maintain liver function. Our analysis opens a new venue on the presence of gene signatures that are related to compensate against ongoing damage, similarly in mice and patients with liver diseases that could be targeted to interfere with disease progression. Further functional studies are warranted to get further evidence for our hypothesis.

## Discussion

This study identified lipid metabolism and mild inflammation as potent multi-level liver response protection mechanisms against fibrosis. CCl_4_-induced liver fibrosis is a commonly used and highly reproducible model in rodents. CYP2E1 metabolizes CCl_4_ to highly reactive free radical metabolites, particularly trichloromethyl and trichloromethyl peroxy free radicals which attack polyunsaturated fatty acids in membranes causing membrane disruption [44]. We established a fibrosis-induced mouse model with CCl_4_ injections twice a week, for ten weeks. Even though all mice were genetically identical, 10% were unable to cope with acute injury of CCl_4_. This loss might occur due to the inter-individual liver responses, which could be further investigated using single-cell technologies but remains unexplored and unexplained.

Our study design aimed for a matched multi-level data generation to decrease potential biases and variation between the measurements. Therefore, we performed weekly phenotypic, histological, biochemical, and biweekly transcriptomic and proteomic measurements. We applied each measurement technique in the same lobe to reduce the biological variation between samples. Lobe samples were collected once a week over ten weeks. Control samples were collected on weeks one and ten using oil-administered mice. These groups were merged after statistical analysis, which revealed no significant difference between them, increasing the statistical power 2-fold.

The measured levels of circulating liver enzymes ALT and AST indicate a dynamic range of liver response. ALT and AST levels in weeks four and six are in accordance with the previous reports [33]. Also, fibrosis and inflammation features are pronounced at weeks four and six, which was reported before across a similar period (day two & week four) [33].

Independent state-of-the-art proteome and transcriptome analysis was performed, and using PCA, we identified three different liver disease phases: initiation, progression, and tolerance. Statistical power was sufficient to extract significant DE genes in each phase, even though protein and transcriptome data were measured biweekly. However, additional work will be needed to explore how long the tolerance phase progresses after ten weeks of CCl_4_ exposure. Our pathway enrichment analyses detected that ECM and other metabolism-related pathways were active for ten weeks, in line with other recent studies [13]. Noteworthy is that we observe similar pathway activity in our model even though Tuominen et al. [13] used half the dose of CCl_4_ (0.8 g/kg). Also, Knockaert and co-workers observed lipid droplets 3 hours after CCl_4_ administration [45]. Furthermore, in a long-term study (1 year; GSE167216), Ghallab and co-workers also showed that lipid metabolism is induced in CCl_4_-exposed mice [42].

In primary hepatocytes, it is reported that steatotic conditions enhance the inhibition of metabolic enzymes compared to non-steatotic situation [46]. Moreover in human, acetaminophen toxicity is higher in non-obese (BMI: 18.5–24.9 kg/m^2^; 37.5%) than the obese ones (BMI: ≥30 kg/m^2^; 27.5%) [47]. Similar pathways were also confirmed as activated in other model organisms, e.g., rat [48]. This suggests that the observed liver response might be dose, species and strain-independent. Our transcriptomic and proteomic analysis indicates a point where the injured organ cannot cope with excessive ECM accumulation and switches the program to be more tolerant to further damage. However, such complex multi-level liver responses haven’t been covered in other studies [49–51].

We integrated and overlaid evidence at multiple levels, obtaining more profound insights into the liver response regulatory mechanisms. By using our novel knowledge-guided multi-omic network inference tool KiMONo, we integrated all measured information levels in the form of a network. We further extracted 13 modules specific to the tolerance phase and themed them accordingly. Even though the inferred CCl_4_ injury network has the potential to shed light on the initiation phase and progression phase effects as well, we focused on the tolerance phase to identify novel protection mechanisms. This tolerance phase seems to start early after 6 weeks of intoxication (our datasets) and lasts longer than 6 months as shown in Fig. 1 (PSR images), Fig. 4 (pericentral and periportal genes) and Fig. 5 (CYPs expression), by Ghallab et al. [42]. Future work on the initiation and progression phase could lead to insights into first-responder injury processes, like wound healing (ECM accumulation), that are fascinating effects to be further investigated.

The literature validation of single nodes triggered a comparison between our multi-level findings in our murine and human liver disease datasets. Even though we initially obtained 29 different disease data sets, we selected those studies with representative sample sizes. This reduced the amount to seven comprehensive studies on steatosis, NASH, ALD, and HCC. We found several genes that were consistently deregulated in human liver diseases within this data. Although our study has identified high confidence candidate genes for fibrosis tolerance, follow-up with single-cell data and knockdown/overexpression in specific cell types in the liver will be required for functional validation.

So far, we have applied a series of validation experiments for lipid metabolism. All are in line and revealed a significant accumulation of small intracellular lipid droplets during the tolerant phase. At these time points, several lipogenic genes e.g., Srebp1c, Scd1, and Fasn, are significantly induced compared to control and the progression phase. Furthermore, we detected no significantly different regulation of PPAR-α and γ between the initiation, progression, and tolerance phase. This contradicts a previous study that has shown that PPARα is a key protein involved in liver lipid metabolism, and its induction results in de novo hepatic lipogenesis [52]. Next, we can show that several genes were deregulated during compensated liver cirrhosis in human indicating the clinical relevance of our findings.

Moreover, we confirmed sustained inflammatory processes, identified by KiMONo, via staining and detecting F4/80 cells near fibrotic areas. This tuning down of F4/80 expressing cells is due to a fibrosis resolution CCl_4_-based model as reported previously [33]. Therefore, we assume that surviving mice after week six experience a reversion of TG in the blood to an average level, accompanied by increased microvesicular droplets as features of liver tolerance.

In conclusion, we used a multi-level analysis to identify three phases of early liver response to repeated toxic injuries (Fig. 6). (i) The initiation phase; reflects the first treatment response. Acute liver damage, fibrogenesis, and macrophages accumulation while metabolizing enzymes are downregulated. (ii) The progression phase; characterized by stabilizing all parameters or increasing them slightly. (iii) The tolerance phase; No further mortality is observed. Survivors developed a dysregulation of lipid metabolism while all other parameters were normalized, which led us to hypothesize that the liver has an active auto protection program when harmed repeatedly.

**Fig. 6:**
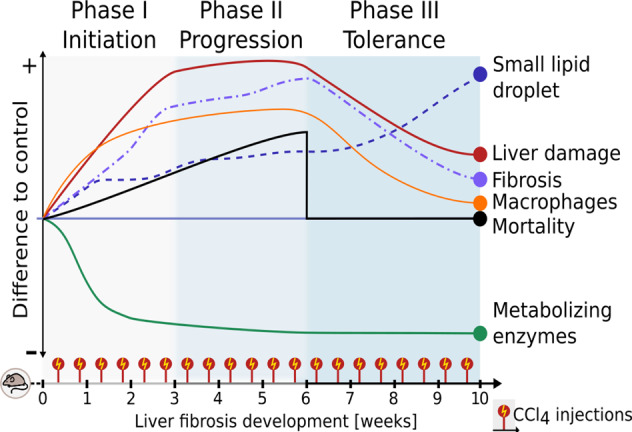
A schematic diagram summarizes liver response to repetitive toxic injuries. In the initiation phase, liver damage, fibrosis, and macrophages were accumulated while down regulating metabolizing enzymes. In the Progression phase, either further accumulation or no change of these parameters compared with the initiation phase. During the tolerance phase, except for dysregulation of lipid metabolism, all parameters had a trend to be normalized. Accumulation of intracellular lipid droplets is a key feature of the tolerant phase and will be studied in the future.

Ultimately, we expect lipid metabolism to be a potential marker for the state of human liver damage under chronic conditions, potentially allowing subsequent studies to approximate the individual point of no return of our otherwise regenerative liver.

## Supplementary information

Supp Materials Cleaned

AJ Checklist

## Data Availability

All data generated or analyzed during this study are available from the corresponding authors upon reasonable request.

# Supplementary material for: Tolerance of repeated toxic injuries of murine livers is associated with steatosis and inflammation
**Source:** Cell Death Dis. 2023 Jul 12;14(7):414. doi: 10.1038/s41419-023-05855-4
**Supplement:** Supplementary file 1 — Supp Materials Cleaned

## **Supplemental Materials**

# **Tolerance of repeated toxic injuries of murine livers is associated with steatosis and inflammation**

Seddik Hammad^1,2*#^, Christoph Ogris^3#^, Amnah Othman^4^, Pia Erdoesi^1^, Wolfgang Schmidt-Heck^5^, Ina Biermayer^6^, Barbara Helm^6^, Yan Gao^1^, Weronika Piorońska^1^, Christian Holland^4^, Lorenza A. D'Alessandro^6^, Carolina de la Torre^7^, Carsten Sticht^7^, Sherin Al Aoua^8^, Fabian J. Theis^3^, Heike Bantel^8^, Matthias P. Ebert^9,10,11^, Ursula Klingmüller^6^, Jan G. Hengstler^4^, Steven Dooley^1#^, Nikola S. Mueller^3*#^

^#^Equally contributing

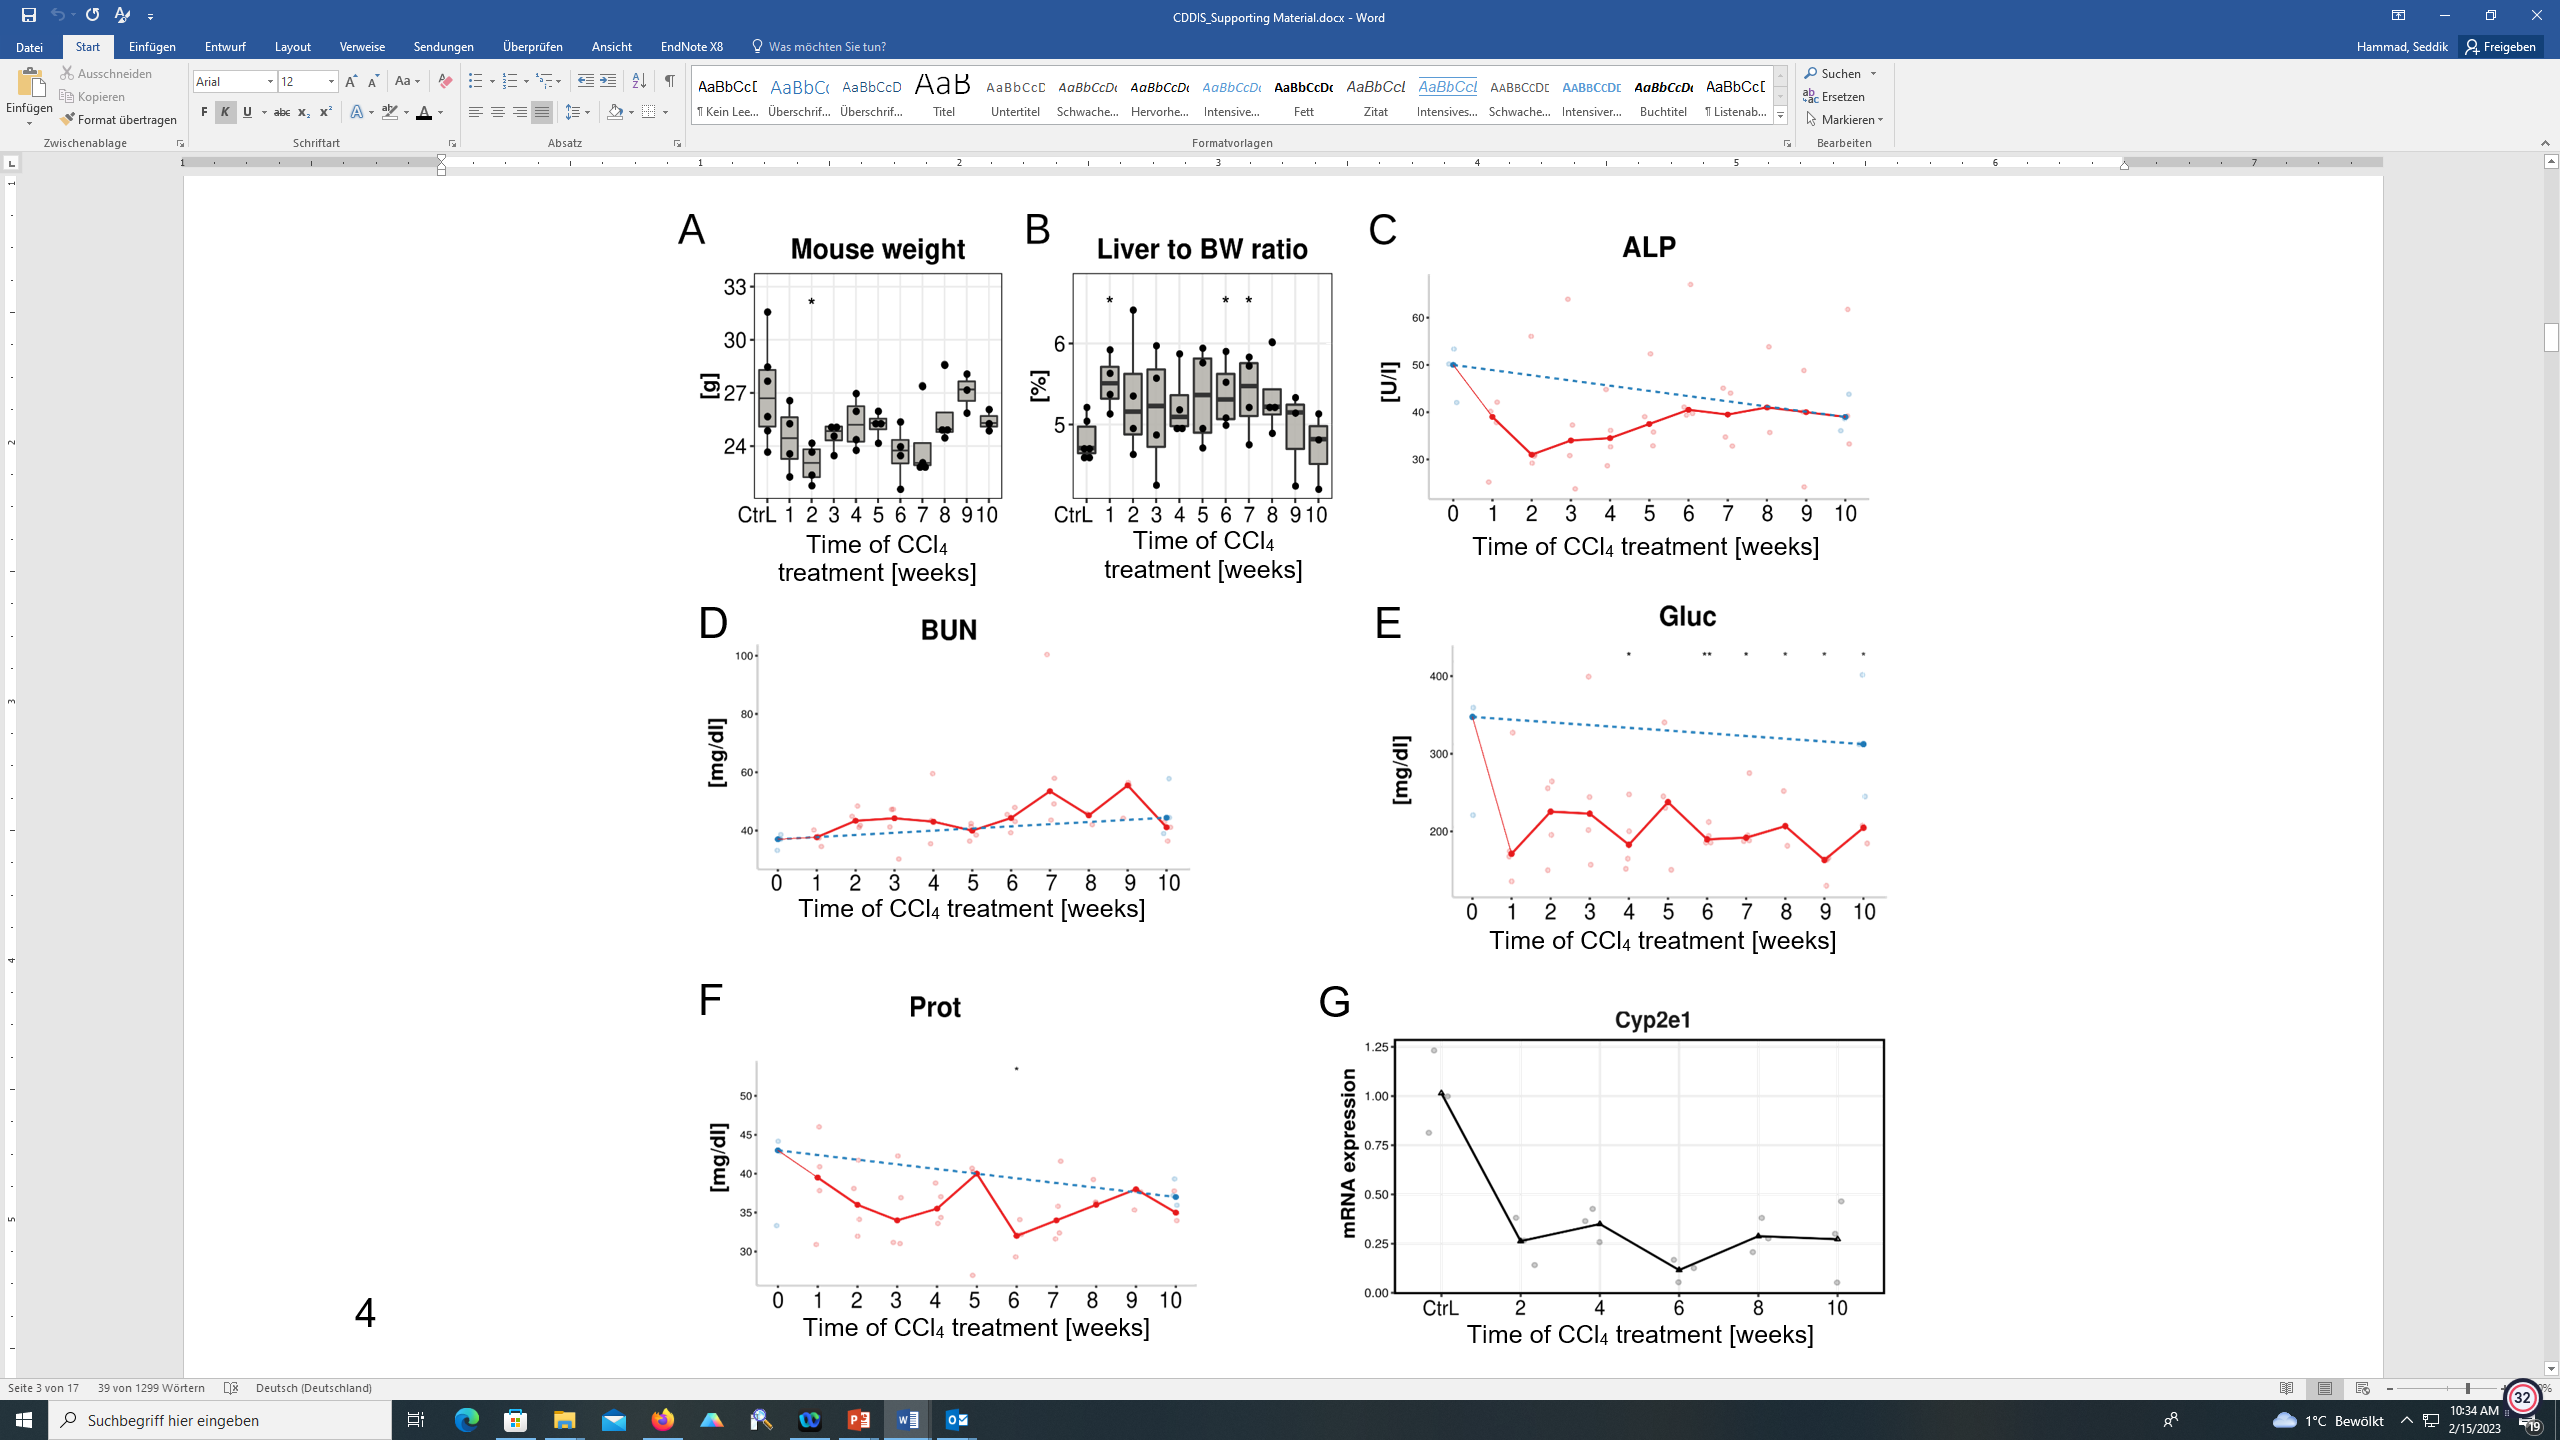
**Supplemental Figure 1: Mouse and liver weight and metabolic parameters during fibrogenesis.** (a) Mouse weight. (b) Liver weight as a ratio of body weight. (c-f) Time resolved measurements of ALP, BUN Gluc, and total protein levels in blood of mice exposed to CCl_4_. (g) mRNA level of Cyp2e1 analyzed by RT-PCR. Results are shown as mean ± SD, and were compared by two-way ANOVA test. *p <0.05 compared to 0 week (control). n=3-6 per group. CCl_4_, carbon tetrachloride; ALP, alkaline phosphatase; BUN, blood urea nitrogen; Gluc, glucose; Prot, total protein; Cyp2e1, Cytochrome P4502e1.

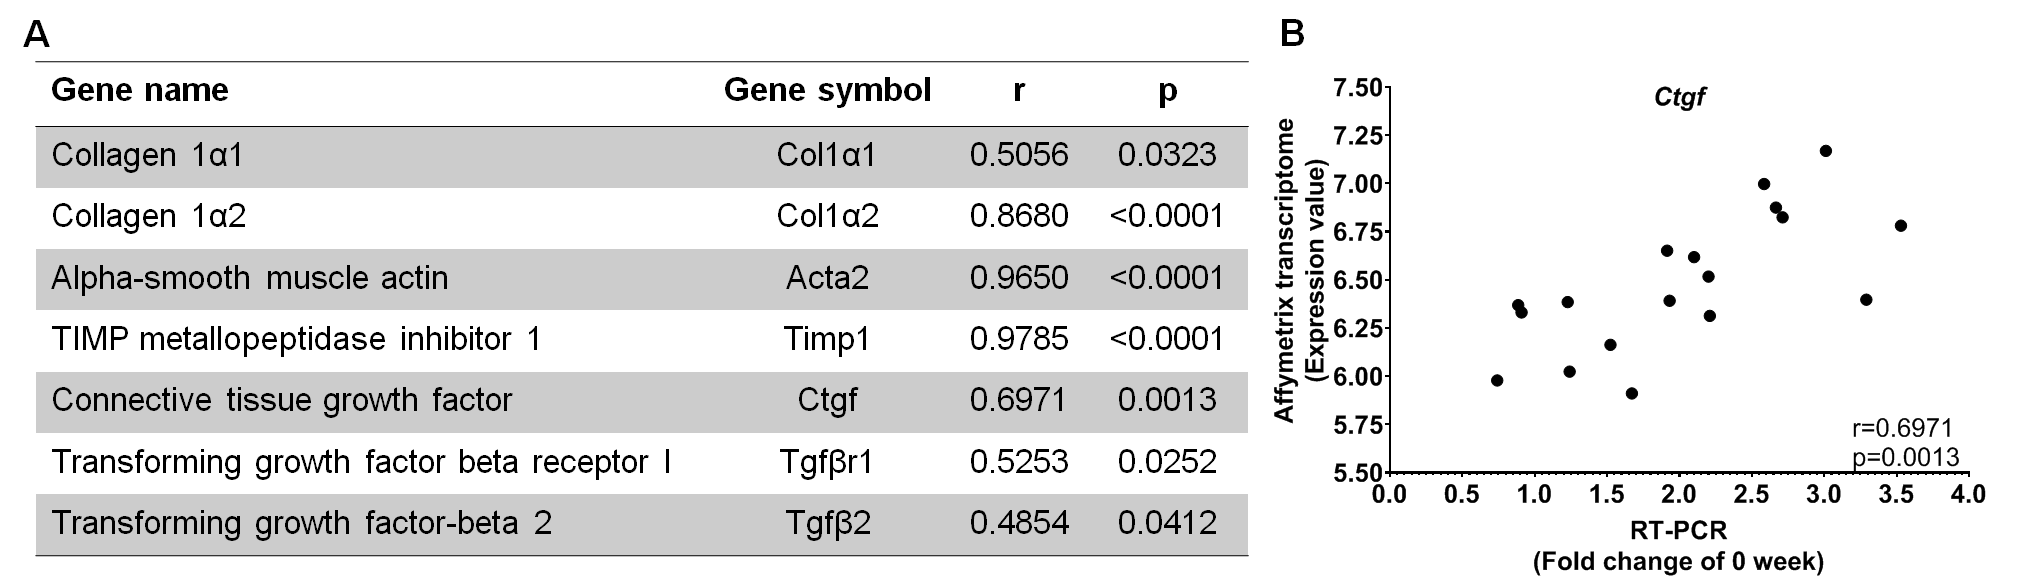
**Supplemental Figure 2:** Analysis of 7 selected reference genes comparing RT-PCR and Affymetrix-based transcriptome in 18 mice. (a) Table shows Coefficient of Pearson correlation (r) and p values between each target analysed by RT-PCR and transcriptomics. (b) Connective tissue growth factor (Ctgf) result is blotted as an example of correlation between fold change of RT-PCR of 0 week and expression value based on transcriptome.

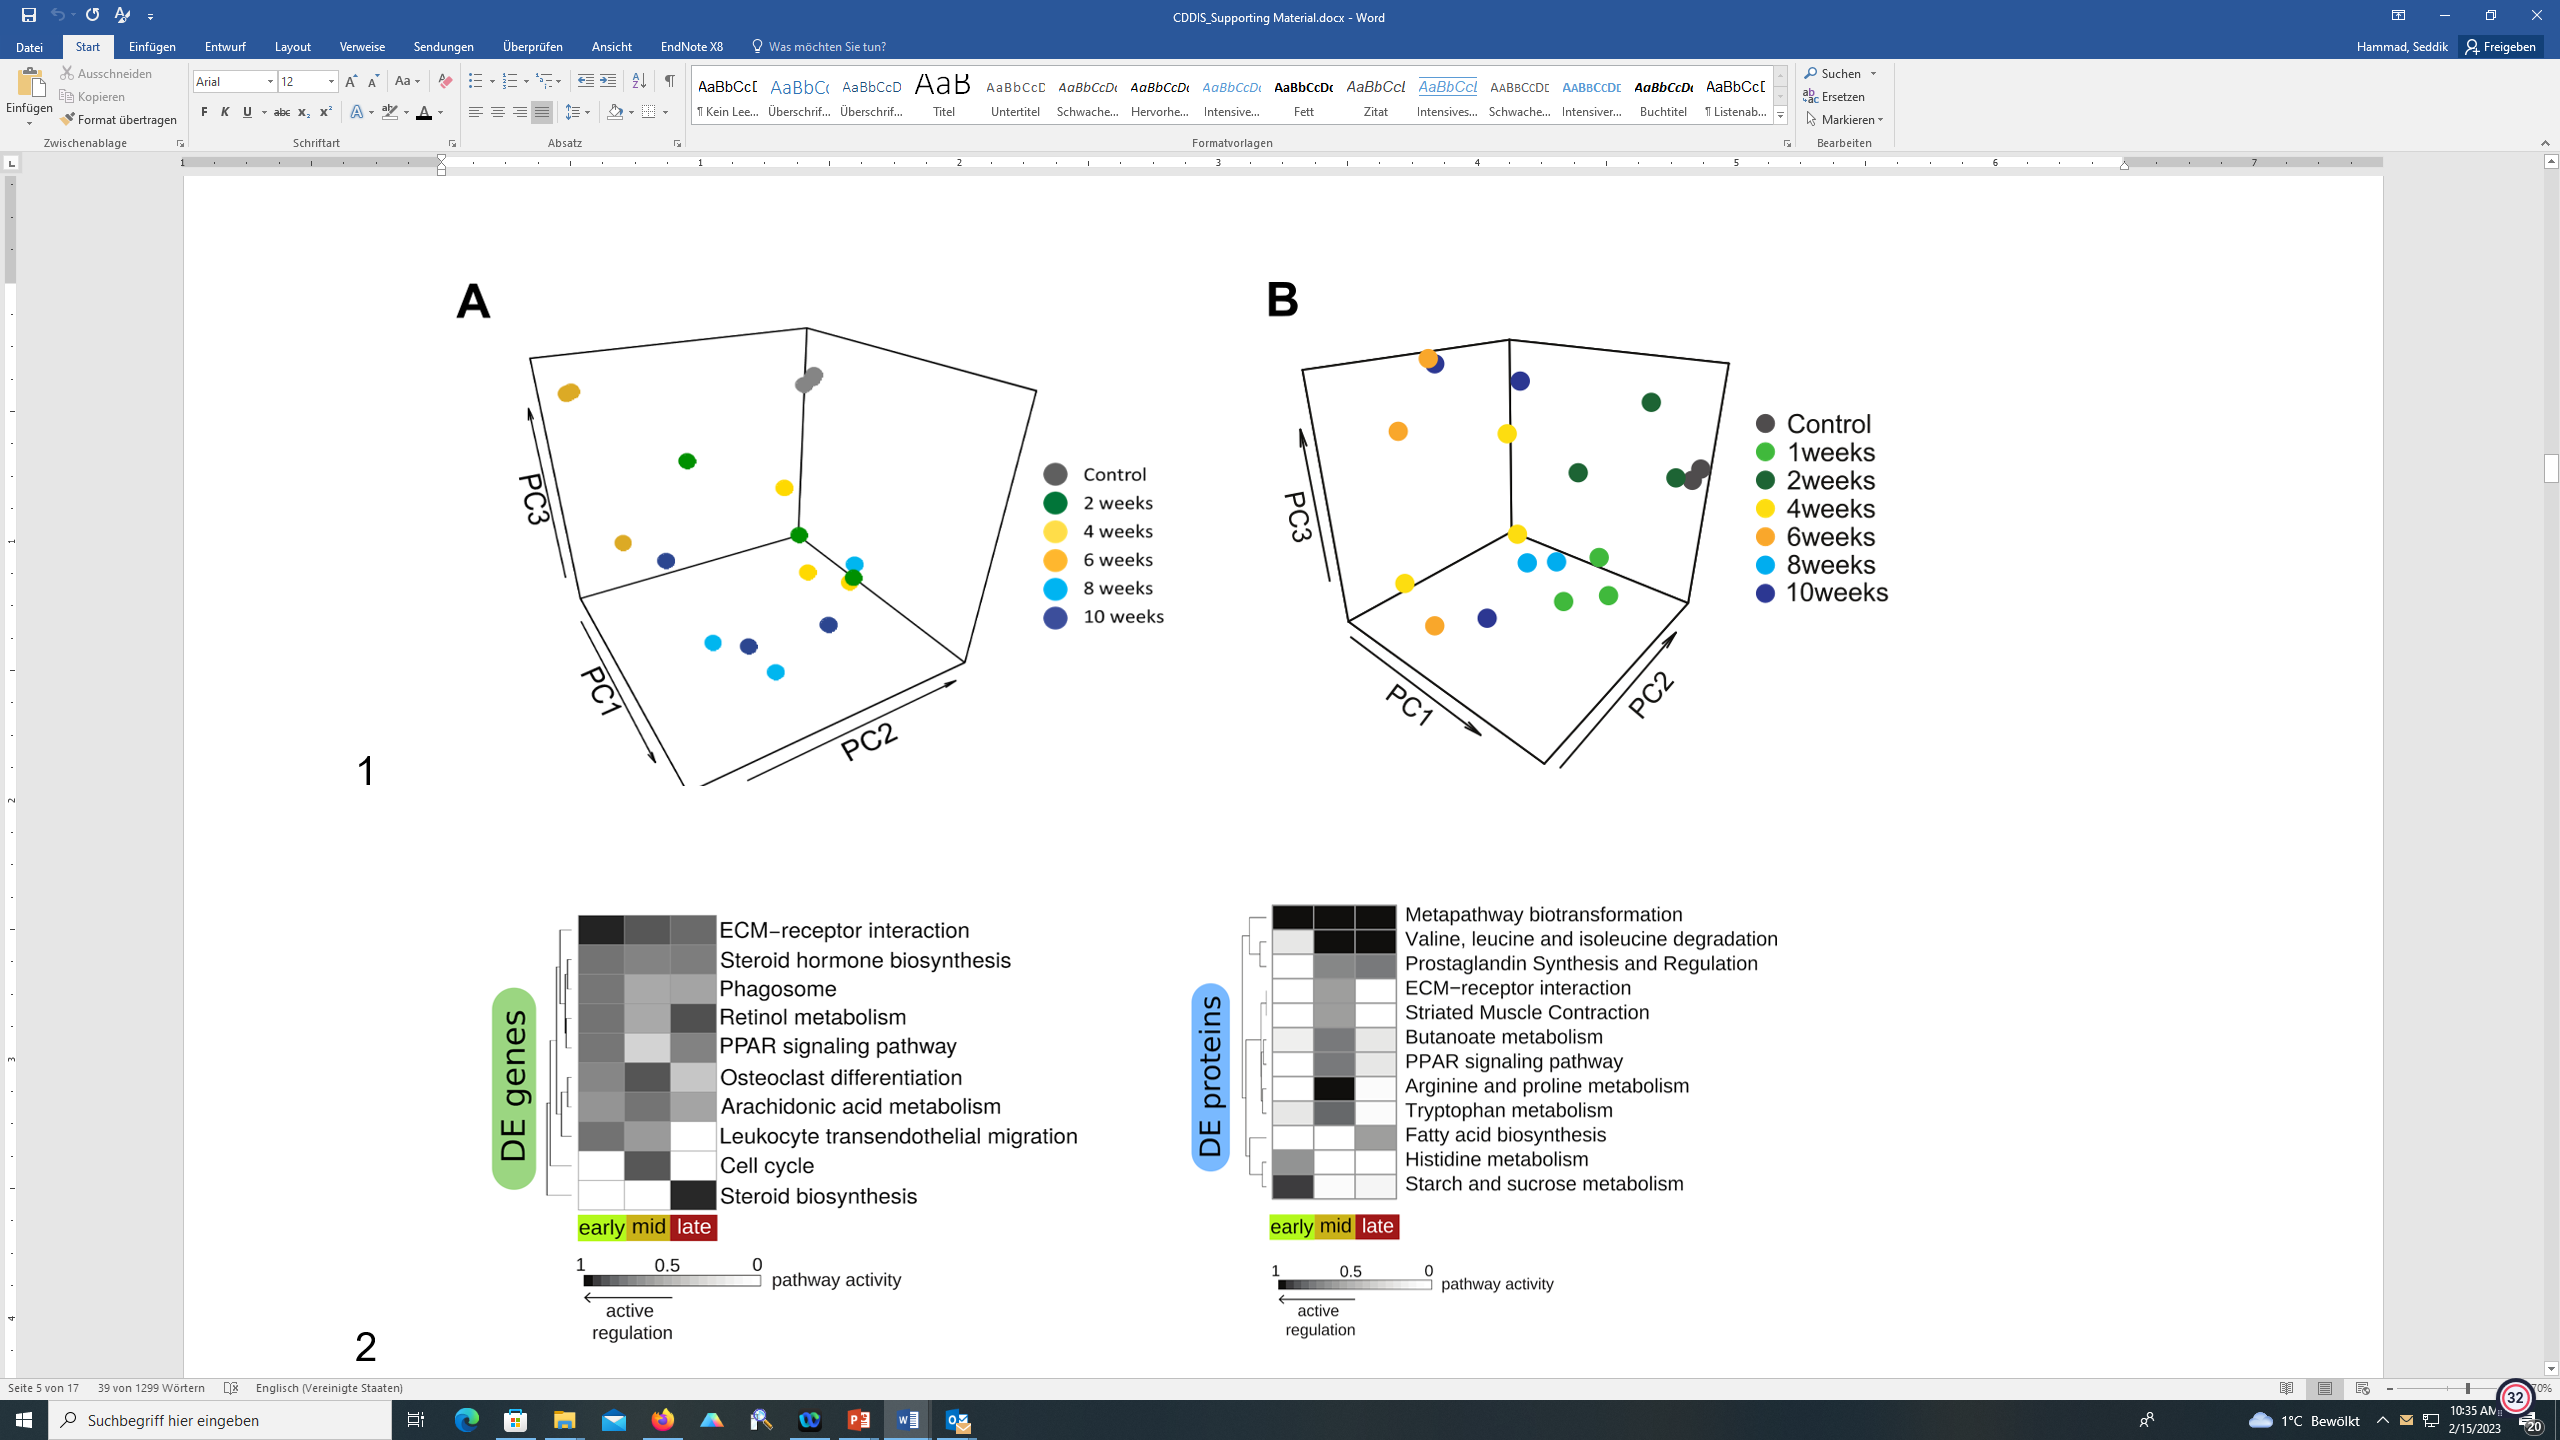
**Supplemental Figure 3:** (a) PCA of the transcriptome across all time points. (b) PCA of the proteome across all time points. Pathway analysis of DE genes and abundant proteins across all three identified phases upon chronic CCl_4_ injections.

**
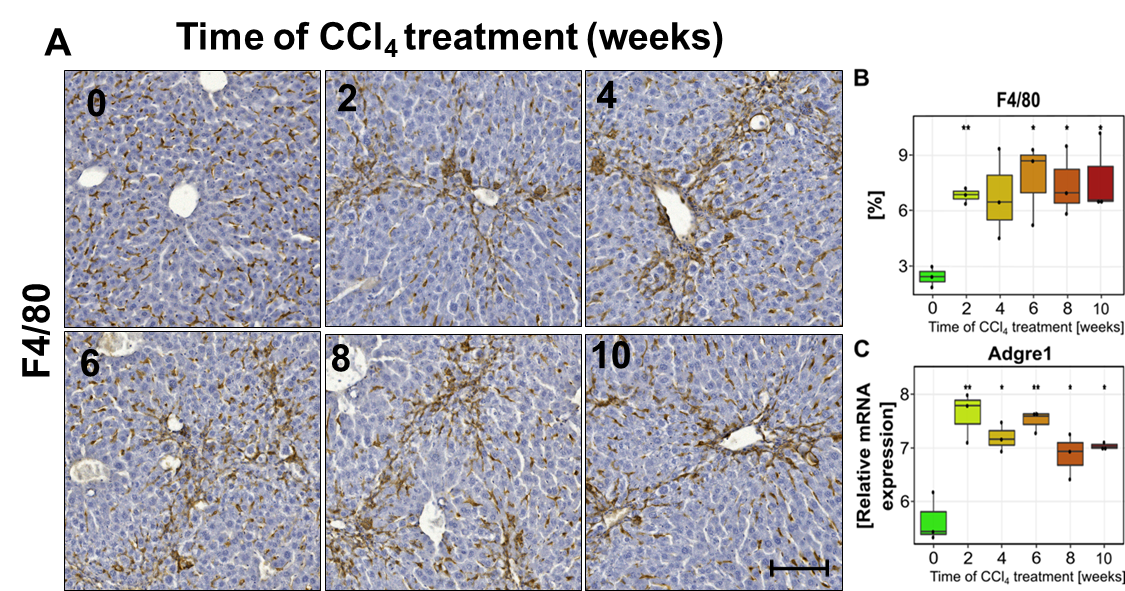
**

**Supplemental 4. F4/80 expression is sustained during the adaptation phase after repeated CCl_4_ injections. (**a) Liver sections were prepared from liver tissue samples of control and mice with CCl_4_ treatment for 10 weeks and subjected to immunostaining against F4/80. Scale bars are 100µm and 200µm for closeups and overview images, respectively. (b) Quantification of positive F4/80 signals from stained slides over the total area. (c) mRNA expression of F4/80 assigned gene (Adgre1) extracted from transcriptomic datasets. Results were expressed as mean ± SD, and were compared by two-way ANOVA test. *p <0.05, **p <0.01 compared to 0 week (control). n=3-6 per group.

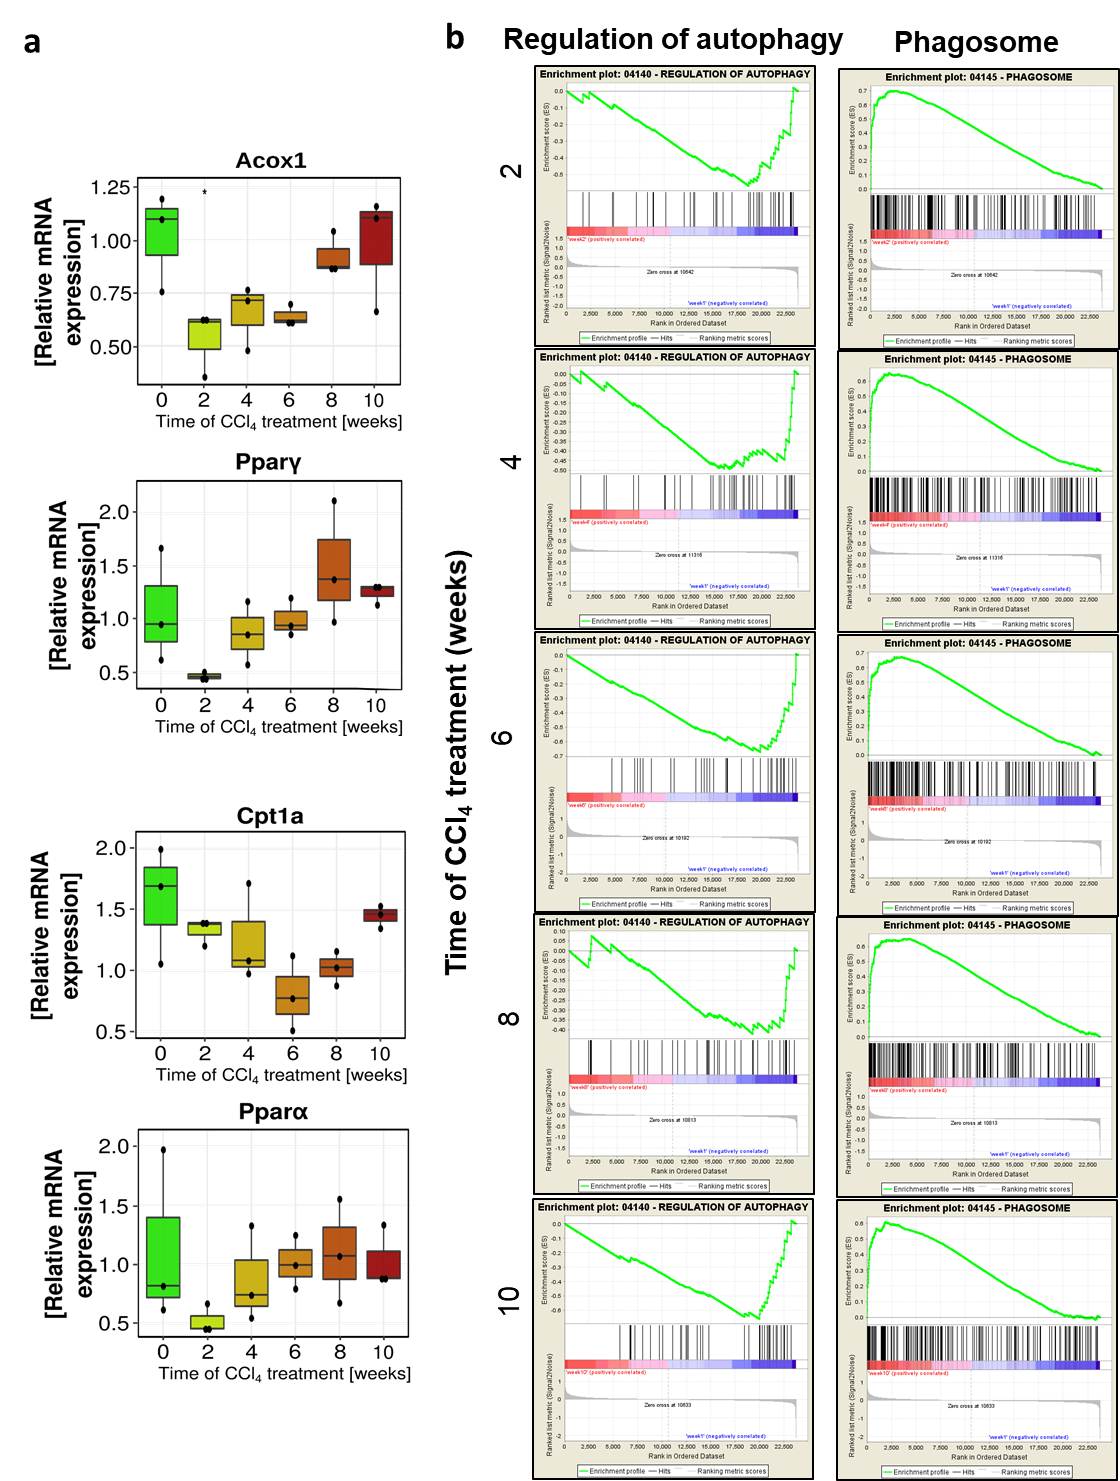
**Supplemental Figure 5: Bioinformatics analysis of lipid metabolism related targets and pathways. a)** mRNA levels of lipid metabolism-related genes i.e. Acox1, Cpt1a, Ppar𝞬 and Pparɑ are analysed by RT-PCR . Results are expressed as mean ± SD, and were compared by two-way ANOVA test. *p <0.05 compared to 0 week (control). n=3-6 per group. (b) Enrichment plot for autophagy and phagosome in a time-resolved experiment from transcriptomics datasets (GSE222576) indicating no clear difference between initiation, progression and tolerance phases after CCl_4_ intoxication.

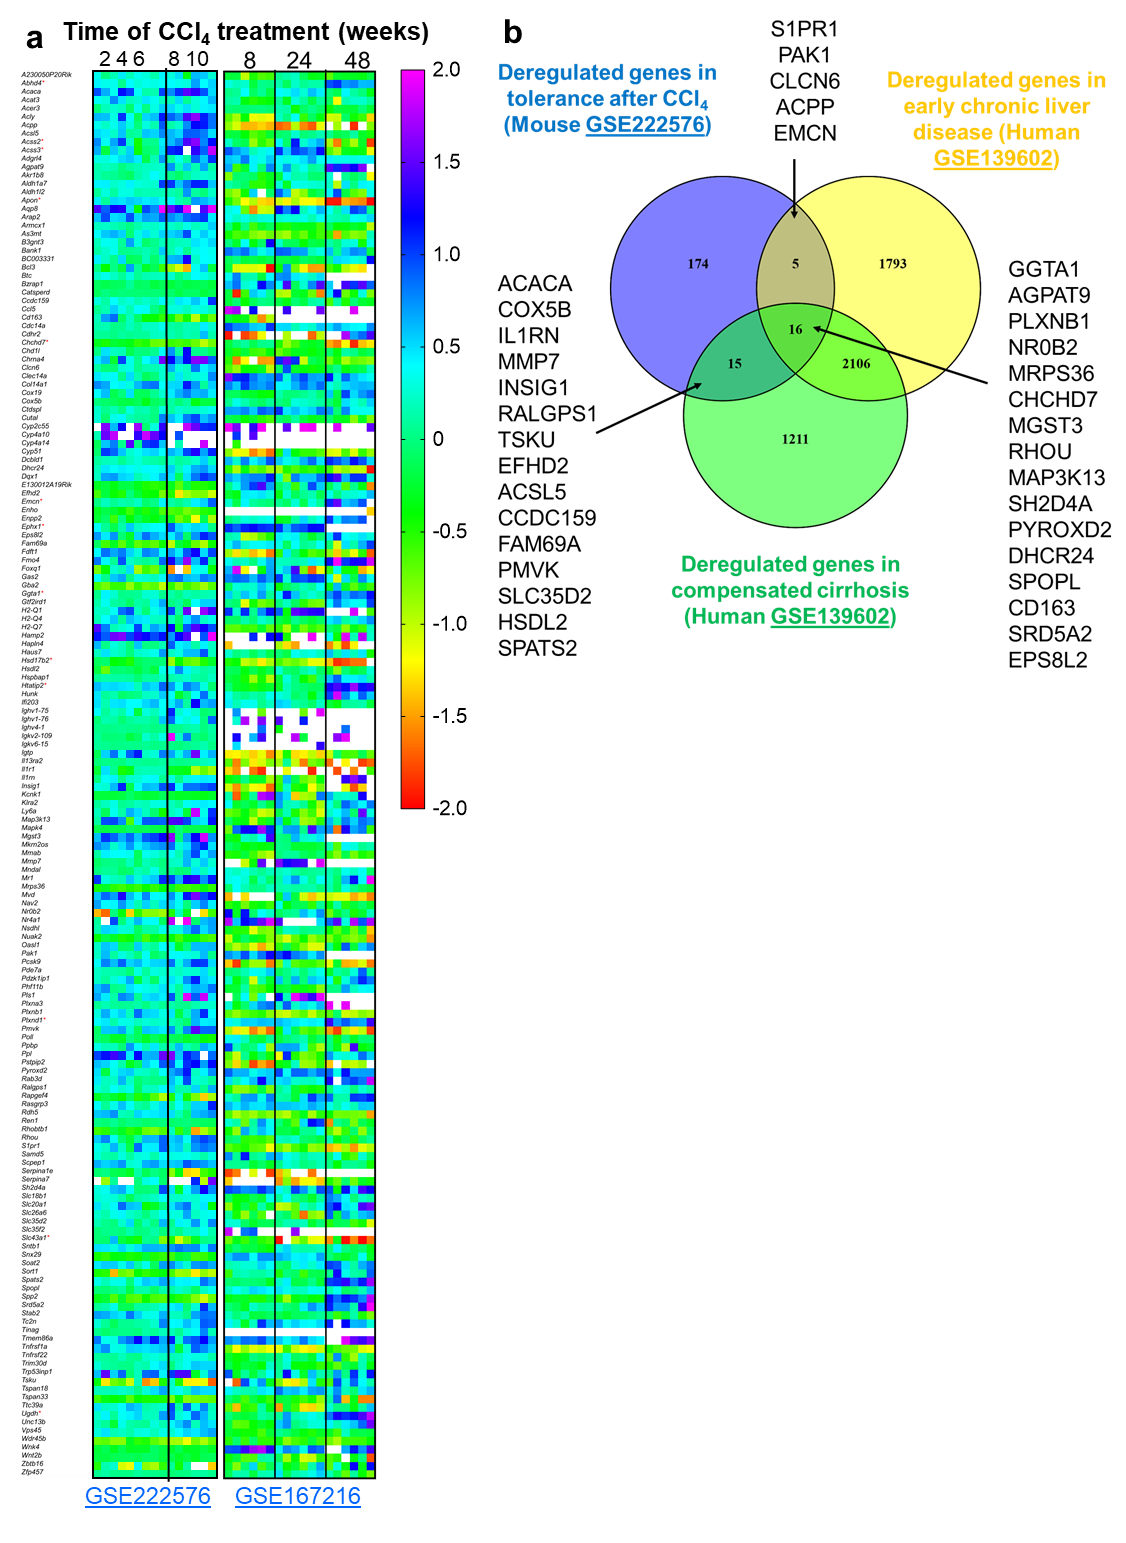

**Supplemental Figure 6: Analysis of long-term CCl_4_ intoxicated mice and human cohort of liver patients.** a) Heatmap shows the overlapped 168 genes between GSE222576 and long-term CCl_4_ intoxicated mice (GSE167216) from Ghallab et al (42). Asterisk refers to exemplary genes that remain during the disease course and changed after 48 weeks of CCl_4_ treatment. b) Comparative analysis of identified 210 targets from mouse analysis and early chronic liver disease (eCLD) and compensated cirrhosis (CC) patients (GSE139602). We found 15 genes were consistently deregulated in tolerance phase and CC patients.

## **Supplemental Tables**

**Supplemental Table 1:** RNA concentration and integrity isolated from oil and CCl_4_-exposed mouse livers. This RNA was used for transcriptomics and RT-PCR analysis. 50µl was prepared (100ng/µl) by dilution in nuclease-free water Affymetrix (J71786 Water, Thermo Scientific). For Affymetrix transcriptomics 100 ng/µl (20µl) was used.

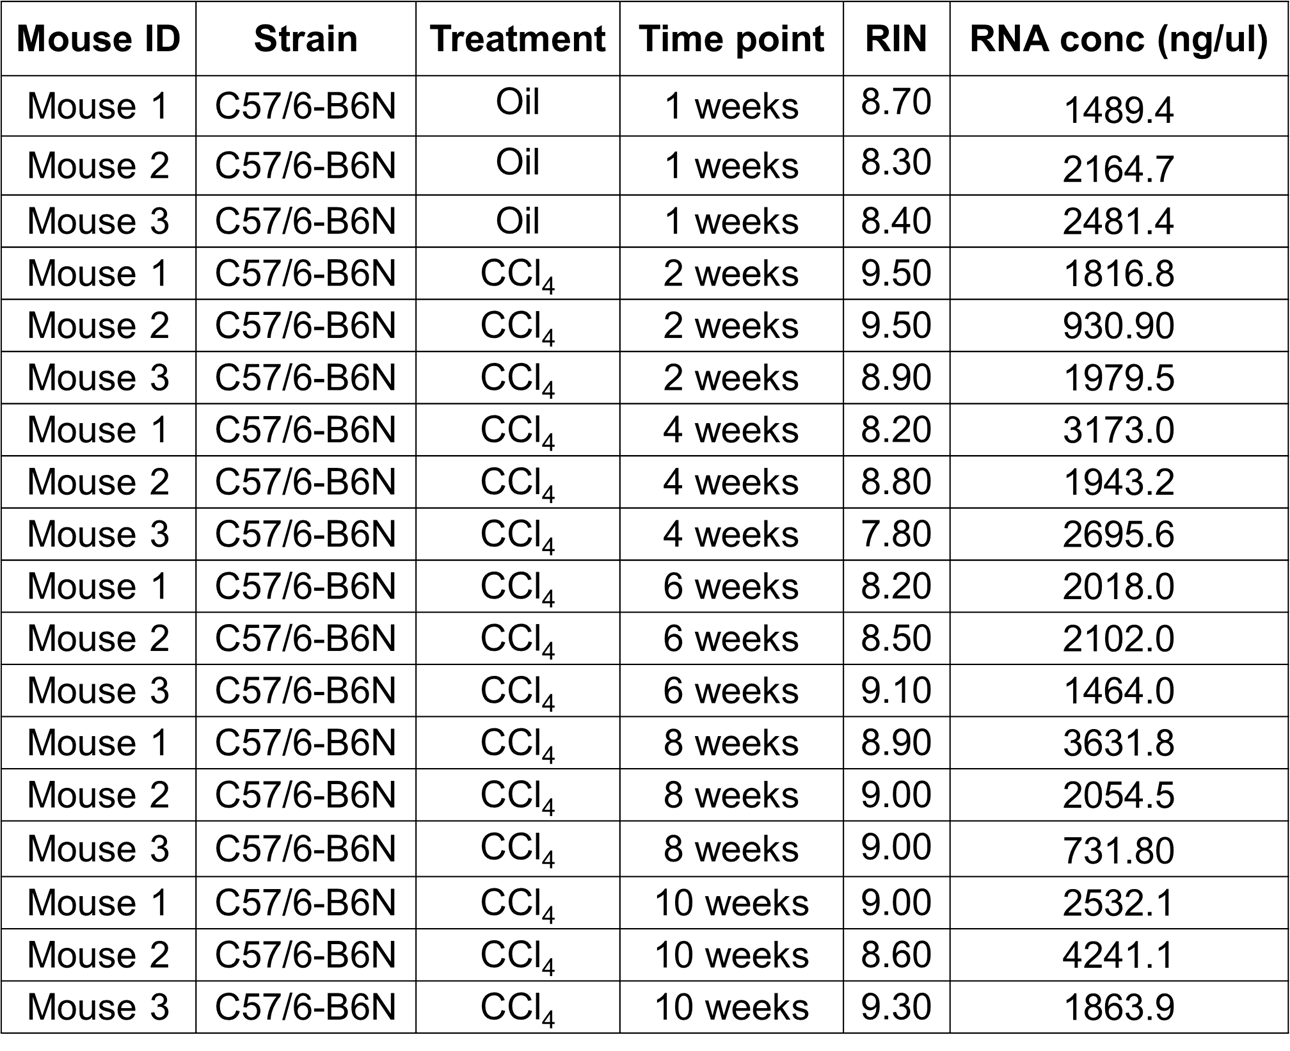

**Supplemental Table 2**. Sequences of primer pairs used for real time PCR.

| **Gene** | **Forward** | **Reverse** |
| --- | --- | --- |
| Acox1 | GAATTTGGCATCGCAGACCC | CGGGTGCATCCATTTCTCCT |
| Acta2 | TTCGCTGTCTACCTTCCAGC | GAGGCGCTGATCCACAAAAC |
| Col1α1 | GGAGAGAGCATGACCGATGG | AAGTTCCGGTGTGACTCGTG |
| Col1α2 | AGTCGATGGCTGCTCCAAAA | AGCACCACCAATGTCCAG AG |
| Cpt1a | CGGACTCCGCTCGCTCATT | GGGAGGGGTCCACTTTGGTA |
| Ctgf | AGATTGGAGTGTGCACTGCCAAAG | TCCAGGCAAGTGCATTGGTATTTG |
| Cyp2e1 | CGTTGCCTTGCTTGTCTGGA | AAGAAAGGAATTGGGAAAGGTCC |
| Fasn | ACAATGGACCCCCAGCTTCG | CAGACGCCAGTGTTCGTTCC |
| Pparα | TGCAGCCTCAGCCAAGTTGAA | GTTCCCGAACTTGACCAGCC |
| Pparγ | ACGTTCTGACAGGACTGTGT | CTGTGTCAACCATGGTAATTTCA |
| Ppia | GAGCTGTTTGCAGACAAAGTC | CCCTGGCACATGAATCCTGG |
| Scd1 | AACAGTGCCGCGCATCTCTA | GAAGCCCAAAGCTCAGCTACTC |
| Srbp1c | GGAGCCATGGATTGCACATT | GGCCCGGGAAGTCACTGT |
| Tgfβ2 | GCAGATCCTGAGCAAGCTG | GTAGGGTCTGTAGAAAGTGG |
| Tgf-βr1 | GAACTGTTTTGATTGGCATC | AAGAAGGGACCTACACTATTT |
| Timp1 | GGCATCTGGCATCCTCTTGT | ACTCTTCACTGCGGTTCTGG |

**Supplemental Table 3.** Publically available Human GEO datasets.

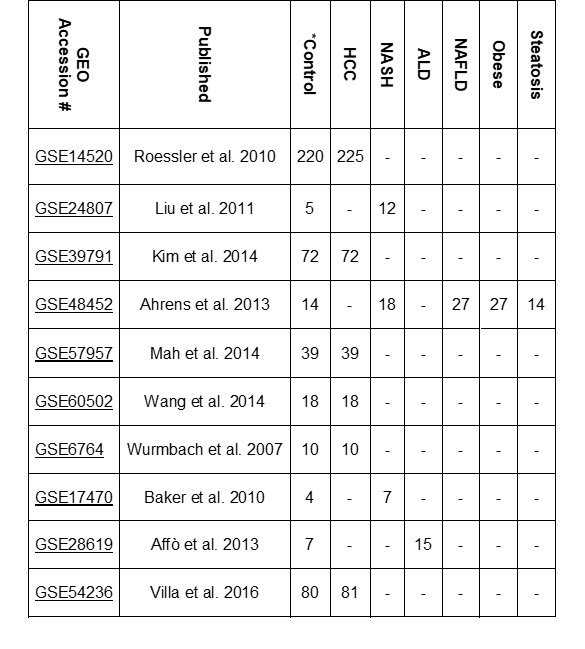

**Supplemental Table 4:** Network nodes representing mouse genes, and proteins, their subnetwork and the corresponding human ortholog.

**Supplemental Table 5.** Pathway annotation results of all 13 distinct modules.

## <https://docs.google.com/spreadsheets/d/1FJSHmeTYpMRkU4UmHRfPpuJCrZybnrELAGHbwhodYNI/edit?usp=sharing>

## **SUPPLEMENTAL REFERENCES**

Roessler S, Jia HL, Budhu A, Forgues M et al. A unique metastasis gene signature enables prediction of tumor relapse in early-stage hepatocellular carcinoma patients. Cancer Res 2010 Dec 15;70(24):10202-12. PMID: 21159642

Liu W, Baker SS, Baker RD, Nowak NJ et al. Upregulation of hemoglobin expression by oxidative stress in hepatocytes and its implication in nonalcoholic steatohepatitis. PLoS One 2011;6(9):e24363. PMID: 21931690

Kim JH, Sohn BH, Lee HS, Kim SB et al. Genomic predictors for recurrence patterns of hepatocellular carcinoma: model derivation and validation. PLoS Med 2014 Dec;11(12):e1001770. PMID: [25536056](https://www.ncbi.nlm.nih.gov/pubmed/25536056)

Ahrens M, Ammerpohl O, von Schönfels W, Kolarova J et al. DNA methylation analysis in nonalcoholic fatty liver disease suggests distinct disease-specific and remodeling signatures after bariatric surgery. Cell Metab 2013 Aug 6;18(2):296-302. PMID: [23931760](https://www.ncbi.nlm.nih.gov/pubmed/23931760)

Mah WC, Thurnherr T, Chow PK, Chung AY et al. Methylation profiles reveal distinct subgroup of hepatocellular carcinoma patients with poor prognosis. PLoS One 2014;9(8):e104158. PMID: [25093504](https://www.ncbi.nlm.nih.gov/pubmed/25093504)

Wang YH, Cheng TY, Chen TY, Chang KM et al. Plasmalemmal Vesicle Associated Protein (PLVAP) as a therapeutic target for treatment of hepatocellular carcinoma. BMC Cancer 2014 Nov 6;14:815. PMID: [25376302](https://www.ncbi.nlm.nih.gov/pubmed/25376302)

Wurmbach E, Chen YB, Khitrov G, Zhang W et al. Genome-wide molecular profiles of HCV-induced dysplasia and hepatocellular carcinoma. Hepatology 2007 Apr;45(4):938-47. PMID: [17393520](https://www.ncbi.nlm.nih.gov/pubmed/17393520)

Baker SS, Baker RD, Liu W, Nowak NJ et al. Role of alcohol metabolism in non-alcoholic steatohepatitis. PLoS One 2010 Mar 8;5(3):e9570. PMID: [20221393](https://www.ncbi.nlm.nih.gov/pubmed/20221393)

Affò S, Dominguez M, Lozano JJ, Sancho-Bru P et al. Transcriptome analysis identifies TNF superfamily receptors as potential therapeutic targets in alcoholic hepatitis. Gut 2013 Mar;62(3):452-60. PMID: [22637703](https://www.ncbi.nlm.nih.gov/pubmed/22637703)

Villa E, Critelli R, Lei B, Marzocchi G et al. Neoangiogenesis-related genes are hallmarks of fast-growing hepatocellular carcinomas and worst survival. Results from a prospective study. Gut 2016 May;65(5):861-9. PMID: [25666192](https://www.ncbi.nlm.nih.gov/pubmed/25666192)

How the deposited data were processed for this re-analysis (not part of the article)

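Liver RNA of adult male C57Bl/6N mice was measured on Affymetrix Mouse Gene 2.0 ST arrays, 18 in all, with 3 mice for each of 6 groups. Treated mice received CCl_4_ at 1.6 g/kg in olive oil 2 times a week for 2, 4, 6, 8 or 10 weeks, and RNA came from the right liver lobe. The sources differ on the control mice: the introduction and the legend of Fig. 1 name oil-treated mice of weeks 0 and 10, the array methods name untreated mice, Supplemental Table 1 places oil-treated mice at week 1, and the sample labels place the control mice at week 10 and 20 weeks of age. The treated mice were 12, 14, 16, 18 and 20 weeks old by the labels, so age and weeks of CCl_4_ cannot be separated among them.

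The authors preprocessed the arrays with affyPLM and a Brainarray chip definition, which gives 1 value per Entrez gene, and the deposited values are log2 RMA intensities. The RMA version is not given in the sources used here. In the values, 17 of 18 arrays share 1 set of sorted intensities, which is the mark of quantile normalization, and each array has a median of 4.35, with 3.606 as the lowest and 14.12 as the highest value over all arrays. The values hold 23748 features, of which 23111 carry a gene name and were tested. The 637 features without a name were left out and enter 1 of the alternatives. Genes of the paper without a named feature, such as Pak1, were not analysed here. No step of background correction or normalization was repeated.

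Replicates 1 and 2 of week 6 were nearly alike. The SD of their log2 differences was 0.139 over 500 variable genes with a mean above 8, against 0.343 to 0.814 for the 17 other pairs within groups, and 0.0921 against 0.110 to 0.183 over stable genes above that level. Their mean was therefore used as 1 sample, which leaves 17 samples and n = 2 at week 6. Where replicate 3 is left out, week 6 has n = 1 and is assumed to vary like the other groups. The design written before the data were examined had 18 separate samples. The mean was adopted after the counts from 18 arrays had been seen and before those from 17 samples had been made, and the counts from 18 arrays are given beside the others.

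Groups were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes) in 1 model with a mean per group. Each week was compared with control, week 6 with week 4, week 10 with week 6, phase III (mean of weeks 8 and 10) with phase II (mean of weeks 4 and 6), and the mean of all CCl_4_ groups with control. P-values were adjusted by Benjamini and Hochberg within each comparison, and a gene was called at an adjusted p under 0.05 and a fold change above 1.5, as the methods of the paper state. The prior degrees of freedom were 1.79. SD is the spread between mice of a group, and SE the standard error of a log2 change from the model. Phase sets are the genes called at week 2 (phase I), at week 4 or 6 (phase II) and at week 8 or 10 (phase III). Principal components were taken from 18 arrays over all tested genes, centred and not scaled. Plots were made with Python 3.11.15 and matplotlib 3.10.9.

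Gene lists, 33 in number, were written from general knowledge before the data were examined and after the paper had been read. They cover matrix, stellate cells, macrophages and other cell types, cell cycle, lipid and sterol metabolism, autophagy, phagosome, zonation, sex-biased genes, the acute phase, interferon and histocompatibility genes, NRF2 and p53 targets, and steroid and bile acid enzymes. Each was tested with camera at a preset correlation of 0.01, and again with a correlation estimated from the samples and with fry. Of 198 list tests over the 5 weekly comparisons and phase III against phase II, 104 passed with the preset and 0 with the estimated correlation. Enrichment of lists in phase sets was tested by Fisher's exact test over the 23111 genes, which takes genes as independent of each other.

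The text names genes by a rule set before the data were examined: genes that the paper's text names for these samples, mouse relatives of human genes it names, the 10 largest rises and 10 largest falls of each comparison among called genes whose groups do not overlap, and the 4 members of a list with the largest called changes. A few members of enriched lists, such as C1qb, C1qc, Col4a1, Col4a2, Csf1r and Fcgr4, are named outside this rule, after their values were seen.

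Alternatives were a stricter and an absent fold threshold, treat, an equal-variance test per gene with no shared prior, the groups of a comparison fitted alone, limma-trend with a robust prior, array weights, a replicate block, genes left out that did not exceed the 40th percentile on at least 3 arrays, quantile normalization, median centring, all features counted, adjustment over 5 weeks together, and each array left out in turn. The pipeline was tested on simulated data, in which 50 genes were changed at each of 4 sizes: 90 to 100% were recovered by comparison and size, with 0 to 2 false calls over 23111 genes. The changed genes were drawn at random, and each gene got independent noise with its own spread. These shares therefore do not carry over to genes that vary strongly between mice. Splits of the samples and simulated data used a seed of 20230711. Proteome, RT-PCR and histology data of the paper were not analysed here.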

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

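The tests of the explanations in this part were all chosen after the results had been seen. Groups of 3 mice are too small for a search for single outlying mice. The results below are time points that differ when tested directly, and signals in genes outside those the paper discusses.

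Week 6 differed from week 4 in 39 genes (31 up, 8 down), and in 182 with 18 separate arrays. Week 10 differed from week 6 in 3 genes, Cip2a, Kif2c and Cenpf, all lower, and in 65 with 18 separate arrays, while 1897 genes had an unadjusted p under 0.05. Of 15 genes of the NRF2 response and of glutathione, outside those the paper discusses, the median log2 change at week 10 was 0.191 (camera, adjusted p = 0.00337, and adjusted p = 0.393 with an estimated correlation). Their 1 call over all weeks was Nqo1 at week 6 (1.16, adjusted p = 0.0264, and 0.252, 0.0764 and 0.0733 without replicate 3 of week 6 and control replicates 2 and 3), and adjusted over the list alone 1, 1, 4, 3 and 0 rose at weeks 2, 4, 6, 8 and 10. Of 9 p53 targets, also outside the paper's discussion, the median at week 10 was 0.346 (camera, adjusted p = 0.000132, and adjusted p = 0.148 with an estimated correlation). Among them 1, 0, 2, 1 and 2 rose by limma at weeks 2 to 10 (2, 0, 2, 3 and 2 adjusted over the list alone), and at week 6 Cdkn1a rose by 4.31 (adjusted p = 0.00141) and Ccng1 by 0.98 (adjusted p = 0.0099).

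The male-biased genes of liver, outside the paper's discussion, had a median log2 change of −2.46 at week 10, where 15 of 21 fell (18 adjusted over the list alone). Female mice among the treated ones are argued against, since Xist stayed within 0.0679 of the control mean on all CCl_4_ arrays. A loss of hepatocyte RNA as a whole is argued against too, since the median of 12 periportal genes lay 2.57 above that of the male-biased genes at week 10. CCl_4_ may act on the male-biased genes of hepatocytes, a hypothesis found on the same data that was not itself tested, and the female-biased genes moved both ways with medians of −0.04 to 0.05. Age as the whole cause is argued against for each age that the sources give the control mice: the sample labels make them as old as week 10, and for control mice of week 0 or 1 the nearest treated week, week 2, already had a median of −1.68 with 13 of 21 genes down.

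Replicates 1 and 2 of week 6 differed with an SD of 0.139 over 500 variable and bright genes, against 0.343 to 0.814 for the 17 other pairs. The values of 1 array under 2 names are argued against, because over the 5000 dimmest genes the SD of the pair was 0.0651, within the range of the other pairs (0.0594 to 0.0883), although 125 genes had identical values in the pair, against 1 to 94 in the others. RNA of 1 mouse on 2 arrays is a candidate explanation, since 12 genes of the pair lay more than 1 apart on the log2 scale, against 27 to 263 in the other pairs, while its dim genes differed as in these. A likeness of 2 different mice was not tested, and no biological explanation was tested.

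Clock genes stood apart at week 6, where 9 of 11 were called: the median log2 change was −1.47 for 8 genes that peak by day and 1.26 for 3 that peak by night, a difference of 2.73. Dbp was at −2.25 (adjusted p = 0.0136) and Arntl at 1.77 (adjusted p = 0.00612), and tested directly from week 4 to week 6, 1 of the 11 was called, Per2 at −1.45 (adjusted p = 0.0482). Replicate 1 of week 6 lay outside the range of the 15 arrays of other groups for 11 of the genes, and replicate 3 for 5. Killing at another time of day may account for the shift. It cannot be told apart from an effect of the sixth week itself, since the hours of killing are not given in the sources used here.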

How the results depend on the processing

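The 18 separate arrays were the design set before the data were examined. They became an alternative when the mean of replicates 1 and 2 of week 6 was adopted, after counts from 18 arrays had been seen. The fold threshold of 0.5 was tried only after the data had been seen, and all other alternatives were set before. No result changed its direction past the threshold under any alternative, for 634 gene results and 198 list results. Weeks are given in the order 2, 4, 6, 8 and 10, against control. Quantile normalization and median centring moved counts by 2 genes at most, since 17 of 18 arrays already share their intensities, and say nothing about stability.

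The fold threshold moves the counts by its construction. The results text of the paper gives its threshold as an absolute log fold change over 1.5, without a base. Read as log2, it let 71, 57, 218, 60 and 80 genes pass, with 7 from week 4 to week 6 and 1 from week 6 to week 10. It also let 98 pass for all CCl_4_ groups, 44 common to the 3 phases and 18 in phase III alone. With no fold threshold, these were 617, 398, 2258, 417 and 1151, then 63, 5, 2037, 424 and 341. With treat against 1.5-fold, they were 23, 13, 83, 12 and 23, then 0, 0, 47, 15 and 3. With an equal-variance test per gene and no shared prior, they were 7, 2, 21, 4 and 0, then 0, 0, 386, 2 and 2, and 57.1% of the phase I genes were called again. Week 6 had the most genes against control in each of these.

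Other alternatives ended or moved fewer results, and the cause was not tested. With the groups of a comparison fitted alone, week 4 had 94 genes, the phases shared 145, and 0 genes differed from week 4 to week 6 or from week 6 to week 10. Limma-trend with a robust prior gave 67 and 12 genes for these. Array weights gave 97 and 17, and 1 gene between phases III and II. Without dim genes, 93 and 26 genes passed, and 1 between the phases. With a replicate block, 1 gene passed from week 6 to week 10 and 1 between the phases, although the replicate numbers do not pair the mice. With 18 separate arrays, 182 and 65 genes passed, and 2 between the phases, where an array that resembles its neighbour counts as another mouse. At a fold threshold of 0.5 (log2) over all features of 18 arrays, 493 genes passed at week 2 and 1802 at week 6, with 249 from week 4 to week 6, 78 from week 6 to week 10, 4 between the phases and 344 in all phases.

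Without replicate 3, week 6 is 1 sample that is assumed to vary like the other groups, so passes in that setting rest on n = 1. Leaving out single arrays, the counts were 131 to 345 at week 2, 89 to 212 at week 4, 784 to 1222 at week 6, 110 to 236 at week 8 and 250 to 514 at week 10. They were 0 to 18 between phases III and II, 0 to 200 from week 4 to week 6, 0 to 29 from week 6 to week 10, 368 to 660 for all CCl_4_ groups, 111 to 235 common to the phases and 46 to 177 in phase III alone. The share called again was 89.5 to 96.2%. The lowest counts at weeks 4 and 10, for all CCl_4_ groups, for the common genes and for phase III alone came without control replicate 3, and those at weeks 2, 6 and 8 without replicate 2 of week 2, replicate 3 of week 6 and replicate 3 of week 8. The 18 genes between the phases, the 29 from week 6 to week 10 and the 177 of phase III alone came without replicate 3 of week 6, the 200 from week 4 to week 6 without replicate 3 of week 4, and the 0 of that comparison without replicate 1 or 2 of week 4.

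Of the weekly changes of Acta2, Col1a1, Col1a2, Fasn, Adgre1, Map1lc3a, Map1lc3b, Plin3 and Lamp1, 16 were called, with 10 and 11 without control replicates 3 and 2, 13 with groups fitted alone and 17 without replicate 3 of week 6. Of the 634 gene results, 108 calls ended with groups fitted alone, 42 with the replicate block, 108 without control replicate 3 and 58 without replicate 3 of week 6. Of the 198 list tests, 104 passed with the preset correlation, 0 with an estimated one and 58 with fry, and 100 to 109 with single arrays left out. The first component held 37.2% of the variance, 50.1% over 500 variable genes, 17.6% at unit variance per gene and 27.1% with CCl_4_ arrays alone.

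Other splits of the samples were counted for comparisons of at least 3 samples per group. For weeks 2, 4, 8 and 10 the real split ranked 1 of 10, which are too few splits for a share under 0.05: the real counts were 325, 204, 222 and 478, and the highest of the others 0, 1, 0 and 0. Chance can be excluded for all CCl_4_ samples against control (1 of 100, 596 genes, highest other 1). For the common genes (2 of 100, 223 genes, others 43 to 229), weeks were shuffled among the CCl_4_ samples only. Each such split keeps the effect of CCl_4_, so it cannot tell whether genes shared by the phases arise by chance. For phase III against phase II the real count of 0 genes is reached by any split (100 of 100, highest other 7), so this test decides nothing. Chance cannot be excluded for the list calls between these phases (6 of 100, 18 calls, highest other 19) or for phase III alone (42 of 100, 113 genes, highest other 894). For the share called again (29 of 100, 93.5%, highest other 100%), weeks were shuffled as for the common genes. Those splits keep the effect of CCl_4_, so they cannot tell whether genes called again arise by chance. The split that calls 894 genes points to a structure of the samples, which was not traced further. Comparisons with week 6 have 2 samples on 1 side and no such count. Near the background of the arrays, small changes cannot be seen, and leaving dim genes out raised the calls at all 5 weeks.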

Differences from the paper's values

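The fold threshold of 0.5 on the log2 scale was chosen after the values had been seen, and the 13 alternatives compared here were set before the data were examined. The 18 separate arrays were the design set before the data were examined. The 17 samples, whose counts are compared here, replaced them after counts from 18 arrays had been seen. Those 13 are an absolute log2 fold change over 1.5, no fold threshold, treat, an equal-variance test per gene, groups fitted alone, limma-trend with a robust prior, array weights, a replicate block, dim genes left out, quantile normalization, median centring, all features counted and adjustment over the 5 weeks together. The paper states its fold threshold in 2 ways. Its methods give a fold change of 1.5, which was used here, and its results text an absolute log fold change over 1.5 without a base. Read as log2, the latter let 71, 57, 218, 60 and 80 genes pass at weeks 2, 4, 6, 8 and 10, with 44 common to the phases and 18 in phase III alone. With the block, 271, 157, 1090, 178 and 441 genes passed.

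At week 6 the paper reports 1812 changed genes, and 1118 were found here. Within 1.5 times the paper's count were no fold threshold (2258), array weights (1280) and dim genes left out (1265), and the other 10 were not. Of the single arrays left out, leaving out replicate 1 of week 6 was within (1222). The 18 separate arrays, the design set before the data were examined, gave 1382, also within. A fold threshold of 0.5 (log2) over all features of these arrays, chosen after seeing the values, gave 1802. It calls 9 of the 18 measured genes ringed for the tolerance phase in Fig. 4a and drops the other 9, while the 17 samples at a fold change above 1.5 call 8. With 18 separate arrays, groups fitted alone, limma-trend, array weights, the block and dim genes left out were within too. So were both normalizations, all features and adjustment over 5 weeks, and all of these gave 1211 to 1500. Leaving out single arrays other than control replicates 2 and 3 and replicate 2 of week 6 gave 1222 to 1406 genes, also within. Calls of these settings among the paper's items were not counted.

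For the genes common to the 3 phases the paper reports 467, and 223 were found here. With no fold threshold there were 424, within 1.5 times, and the other 12 alternatives were not. On 18 separate arrays, no fold threshold gave 517, array weights 322 and dim genes left out 318, all uncounted for dropped items. The threshold of 0.5 over all features of these arrays, chosen after seeing the values, gave 344 (9 of the 18 measured genes of Fig. 4a called, against 8 with the 17 samples). For the genes of phase III alone the paper reports 210, and 113 were found here. None of the 13 alternatives came within 1.5 times (2 to 135, and 341 with no fold threshold), although leaving out replicate 3 of week 6 did (177, with n = 1 at week 6). On 18 arrays, the threshold of 0.5 over all features, chosen after seeing the values, gave 163 (again 9 of the 18 called, against 8). No fold threshold gave 311 there and the set without replicate 3 of week 6 gave 140, both uncounted for dropped items.

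For the other weeks the paper's counts stand in a plot and were read by eye. Week 2 had about 660 genes in the paper (Fig. 2b) and 325 here. With no fold threshold it had 617, and the other 12 alternatives were not within 1.5 times. Week 4 had about 390 in the paper (Fig. 2b) and 204 here. With no fold threshold (398) and with dim genes left out (261) it was within, and with the other 11 it was not. Week 8 had about 520 in the paper (Fig. 2b) and 222 here. With no fold threshold (417) it was within, and with the other 12 it was not. Week 10 had about 880 in the paper (Fig. 2b) and 478 here. With no fold threshold (1151) and with dim genes left out (597) it was within, and with the other 11 it was not. On 18 separate arrays, no fold threshold was within at weeks 2, 4, 8 and 10 (722, 448, 500 and 1313), as were dim genes left out (455, 284, 348 and 618). Array weights were within at weeks 2 and 10 (456 and 616) and adjustment over 5 weeks at week 4 (288). These were uncounted for dropped items. The threshold of 0.5 over all features, chosen after seeing the values, was within at weeks 2, 4 and 10 (493, 287 and 699, with 9 of the 18 genes of Fig. 4a called, against 8 with the 17 samples).

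The paper shows Fasn expression as raised late in the tolerance phase. Here Fasn was higher by 1.04 (adjusted p = 0.228) at week 8 and 0.89 (adjusted p = 0.211) at week 10, and neither passed. It passed at week 8 with both groups fitted alone (adjusted p = 0.0347), with a range of 0.0347 to 0.451 over its alternatives, and at week 10 the range was 0.121 to 0.462.

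By RT-PCR, which was not analysed here, the paper reports Srebp-1c and Scd1 as raised in the tolerance phase. On the arrays Scd1 was at 0.54 and 0.42 at weeks 8 and 10 (adjusted p = 0.19 and 0.231, with ranges of 0.122 to 0.428 and 0.141 to 0.449 over the alternatives), and Srebf1 at −0.17 and 0.29 (adjusted p = 0.817 and 0.523). None passed under any alternative run for them. The paper reports Cpt1, Ppara and Pparg as lowered at first and back at the basal level in the tolerance phase. On the arrays Ppara was at −0.86 and −0.90 at weeks 2 and 6 (adjusted p = 0.00305 and 0.00185) and at −0.24 and −0.38 at weeks 8 and 10, and Pparg at −0.59 (adjusted p = 0.0436) at week 2, with 0.0564 to 0.16 without any 1 mouse of control or week 2. Cpt1a was at −0.61 (adjusted p = 0.0136, and 0.0501 and 0.0542 without control replicate 3 and replicate 2 of week 2) at week 2 and still at −0.46 (adjusted p = 0.0366) at week 10, under the fold threshold.

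The paper describes Acta2, Col1a1 and Col1a2 as decreased in the tolerance phase. Their means were lower in phase III than in phase II here, by −0.87, −1.04 and −1.05 (adjusted p = 0.273, 0.302 and 0.249), and none passed. Acta2 passed without replicate 3 of week 6 (n = 1 at week 6, with its spread taken from the other groups) at −1.35 (adjusted p = 0.00162), with a range of 0.00162 to 0.455 over its alternatives.

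The paper rings 21 genes in Fig. 4a as regulated in the tolerance phase, of which 18 have a named feature, and this tally was made after the values had been seen. The symbols were read by eye from the figure, so some may be misread. The paper's network also holds proteins, and its legend gives FDR < 0.05. A ringed node may thus rest on protein, whereas the calls here are of RNA and also need a fold change above 1.5. At week 8 or 10, 8 of these were called here: Bcl3, Arap2, Tnfrsf1a, Rasgrp3, Clcn6, H2-Q1, Sntb1 and Rhobtb1, of which 6 in phase III alone. The tally was 3 without control replicate 3 (Clcn6, H2-Q1 and Sntb1) and without replicate 1 of week 10 (H2-Q1, Sntb1 and Rhobtb1), 1 at an absolute log2 fold change over 1.5 (H2-Q1), 0 with treat and with an equal-variance test per gene, and 6 to 10 in all other settings. Insig1, at 0.92 (adjusted p = 0.0544) at week 10, was not called. It was called with groups fitted alone, limma-trend, array weights, the replicate block (adjusted p = 0.0411), dim genes left out, without replicates 1 or 2 of week 4 or replicate 2 of week 8, with 18 separate arrays and at the threshold of 0.5, with a range of 0.00817 to 0.131 over its alternatives. Gtf2ird1 and Cdc14a were called with no fold threshold, Cyp4a14 with array weights, dim genes left out and without replicates 1 or 2 of week 8, and Unc13b without control replicate 1. Ugdh, Spopl, Cdhr2, Slc43a1 and Luzp4 were called in none of these.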

Other observations

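Female-biased genes of liver moved both ways. Cyp2c40 and Cyp2c69, P450 enzymes of fatty acids, fell at all 5 weeks, Cyp2b10 rose at week 2, and Cyp17a1, which makes steroid precursors, rose at week 10. Cyp2c40 was at −3.82, −3.94, −3.68, −3.15 and −2.34 (log2, adjusted p = 2.87e-05, 2.48e-05, 8.73e-05, 0.000149 and 0.00127) and Cyp2c69 at −0.86, −1.01, −0.98, −0.73 and −0.86 (adjusted p = 0.0012, 0.000404, 0.000442, 0.00407 and 0.00106), with adjusted p = 0.0553 at week 8 when both groups were fitted alone. Cyp2b10 rose by 3.47 (adjusted p = 0.00968) and Cyp17a1 by 2.46 (adjusted p = 0.0136, and 0.0852 with both groups fitted alone). Of the 20 genes, 1, 0, 0, 0 and 1 rose and 2 fell at each week (2, 0, 0, 3 and 3 up and 3, 2, 3, 2 and 2 down adjusted over the list alone), and the medians were 0.02, 0.00, −0.04, 0.05 and 0.00. Among 12 periportal genes, Aldh1b1, a mitochondrial aldehyde dehydrogenase, rose by 1.04, 1.13, 1.11 and 1.38 at weeks 2, 6, 8 and 10 (adjusted p = 0.00977, 0.0047, 0.00892 and 0.00165) and by 1.08 at week 4 (adjusted p = 0.0128, and 0.0554 without control replicate 3 and 0.0668 with both groups fitted alone). In all, 2, 1, 2, 1 and 2 periportal genes rose (2, 2, 2, 1 and 2 adjusted over the list alone, with 1 down at week 6). Of 13 enzymes of steroids and bile acids, 1, 0, 3, 1 and 1 fell (1, 0, 4, 1 and 3 adjusted over the list alone), and Cyp7b1 was at −3.71 (adjusted p = 0.00569) at week 10.

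Of 25 genes of lipid droplets and lipid uptake, 2, 2, 5, 2 and 3 rose and 4, 1, 4, 1 and 4 fell (4, 3, 6, 3 and 4 up and 4, 2, 5, 2 and 6 down adjusted over the list alone), and Lpl, the lipoprotein lipase, rose by 3.80 (adjusted p = 0.00113) at week 6 and 3.05 (adjusted p = 0.00414) at week 10. Of 15 genes listed as PPAR alpha targets, 0, 1, 2, 2 and 1 rose and 2 fell at each week (1, 1, 2, 5 and 4 up and 5, 2, 4, 2 and 3 down adjusted over the list alone). That list includes Cyp4a12a and Cyp4a12b, which are also counted as male-biased. Of 10 sterol-responsive genes, 0, 0, 1, 0 and 1 rose and 2, 2, 1, 2 and 1 fell (1, 0, 2, 1 and 3 up and 2, 2, 1, 2 and 1 down adjusted over the list alone). Interferon and class I histocompatibility genes, 24 in number, had 2 rises, both at week 10 (4 adjusted over the list alone), with a median of 0.27 (camera, adjusted p = 0.000321, and adjusted p = 0.33 with an estimated correlation), and H2-Q1 at 1.74 (adjusted p = 0.00784). Of 12 immediate early genes, 1 rose at week 8 (5 adjusted over the list alone), and of 7 adipocyte genes 1 fell at week 2 and 1 rose at weeks 6 and 10 (1 rose at each week and 1 fell at week 2 adjusted over the list alone).

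Of 9 cholangiocyte, 5 erythroid and 6 mesothelial genes, 0 were called by limma at any week, and adjusted over the list alone 0, 1 (weeks 4 and 6) and 2 (week 6) rose. Of 9 pancreas genes 0 were called by limma, and 1 fell at week 6 adjusted over the list alone. In replicate 2 of week 10, Ctrb1 was at 7.67 (log2 intensity), Cpb1 at 6.42 and Cela2a at 6.04, against at most 5.07, 3.93 and 5.06 on the other 17 arrays. Cpa1 at 5.27, Cela3b at 4.73 and Pnliprp1 at 4.49 also lay above the highest other array (4.07, 4.34 and 4.04). Try4 at 6.91, Cela1 at 5.52 and Prss2 at 3.91 lay below it (7, 5.7 and 3.92).

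Cyp2e1, which activates CCl_4_, was at −1.12 (adjusted p = 0.0283) at week 6, with adjusted p = 0.288 without replicate 3 of week 6, 0.0612, 0.065 and 0.0726 without control replicates 1, 2 and 3, and a range of 0.00249 to 0.288. At weeks 2, 4, 8 and 10 it was at −0.61, −0.40, −0.39 and −0.82 (adjusted p = 0.278, 0.563, 0.561 and 0.0873), not called, although week 2 passed with both groups fitted alone (adjusted p = 0.0196) and week 10 without its replicate 3 (−1.08, adjusted p = 0.0341). Timp1, an inhibitor of matrix proteases, was at 1.04 (adjusted p = 0.112) at week 6, and at 1.97 (adjusted p = 0.00108) without replicate 3 of week 6 (n = 1 at week 6, with its spread taken from the other groups) and 1.35 (adjusted p = 0.0262) with 18 separate arrays, over a range of adjusted p from 0.00108 to 0.338. Xist, which marks female cells, averaged 3.91 to 3.96 in the 6 groups.

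The paper's genes of the tolerance phase are those changed against control in that phase alone, which is another comparison than a test between phases. Between phases III and II, 0 genes passed with limma (2189 at an unadjusted p under 0.05), 2 with 18 separate arrays and 18 without replicate 3 of week 6, which leaves n = 1 there.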
